# HIRA-mediated H3.3 deposition preserves hepatocyte cell identity during liver aging

**DOI:** 10.21203/rs.3.rs-9261217/v1

**Published:** 2026-06-01

**Authors:** Peter Adams, Rouven Arnold, Marcos Teneche, Xue Lei, Armin Gandhi, Christina Shi, Jessica Proulx, Adarsh Rajesh, Aaron Havas, Shiqi Su, Annanya Sethiya, Shanshan Yin, Hiroshi Tanaka, Zong Chua, Andrew Davis, Laurence Haddadin, Michael Alcaraz, Irene Huang, Angela Liou, Anaïs Equey, Nirmalya Dasgupta, Karl Miller, Margaret Tulessin, Buddy Charbono, Adriana Charbono, Siva Varanasi, K. Evensen, April Williams Wehner, Rebecca Porritt, Guillermina Garcia, Sakshi Chauhan, Brian Egan, Michael Choob, Carolin Mogler, Kevin Y. Yip, Keiko Ozato, Susan Kaech, Yu Xin Wang

## Abstract

Age-associated functional decline is partly driven by progressive chromatin degeneration. Maintenance of chromatin integrity preserves cell identity and promotes healthy aging, but through different mechanisms in proliferating and non-proliferating cells. However, specific mechanisms of chromatin maintenance and their compensatory capacity in proliferating and non-proliferating cells are undefined. The histone chaperone HIRA deposits the histone variant H3.3 in a DNA replication-independent manner, leading to its accumulation in aging, non-proliferating cells. Here, we show that hepatocyte-specific loss of HIRA causes loss of cell identity, metabolic dysfunction, and accelerated fibrotic pathology with age. Transcriptomic and epigenomic analyses indicate that HIRA-H3.3 preserves chromatin integrity and sustains transcription of highly expressed genes, including cell identity genes. Partial hepatectomy, associated with induced proliferation, restores identity of HIRA knockout livers with compensatory deposition of canonical histones H3.1/2. Together, these results demonstrate that HIRA-mediated H3.3 deposition is essential for safeguarding cell identity and tissue function during aging of non-proliferating cells, but this function can be rescued by tissue regeneration and associated cell proliferation.

## Introduction

The epigenetic landscape governs gene expression programs and defines cell identity^1,2^. However, aging progressively erodes cell-type-specific epigenetic and transcriptional programs, driving tissue dysfunction and contributing to age-related disease and increased mortality^3-7^. Therefore, preserving cell identity by maintaining epigenetic information is vital for optimal cellular function across the lifespan.

The formation and preservation of the epigenetic landscape occurs, among other processes, through assembly, recycling, and turnover of nucleosomes, the minimum repeating units of chromatin^8^. Histones, the building blocks of nucleosomes, are predominantly deposited via two distinct mechanisms: First, replication-dependent deposition of histones and assembly of nucleosomes occurs during S-phase of the cell cycle, through the heterotrimeric CAF-1 histone chaperone complex; and second, replication-independent deposition of histone variants and nucleosome assembly takes place in non-proliferating and post-mitotic cells, through chaperones such as HIRA and ATRX/DAXX^9,10^.

ATRX/DAXX deposits H3.3 mostly at heterochromatin regions, including pericentromeres, retrotransposons, and subtelomeric regions^11^. In contrast, the HIRA histone chaperone complex, which includes HIRA, UBN1, and CABIN1, and functions together with ASF1a, deposits H3.3-H4 heterotetramers in a DNA replication-independent manner, mainly at active promoters, enhancers, and gene bodies^11-15^. HIRA and H3.3 have been implicated in development and differentiation, as well as in cellular senescence, an irreversible stress-induced growth arrest that promotes tissue aging^16-19^. Mechanistically, loss of HIRA-dependent H3.3 deposition reduces activating histone marks (H3K27ac) at lineage-specific loci while also derepressing polycomb-silenced genes^20,21^. Constitutive whole-body knockout of HIRA in mice results in gastrulation defects and embryonic lethality by midgestation^16^.

Early-life lineage-specific constitutive HIRA deletion impairs cell fate commitment and tissue homeostasis across multiple cell types, causing loss of identity-defining transcription factors and ectopic activation of alternative lineage programs in skeletal muscle^20^, melanoblasts^22^, and hematopoietic stem cells^23^, as well as progressive tissue damage in cardiomyocytes^24,25^.

Surprisingly, given the role of HIRA in deposition of H3.3 at active promoters, enhancers, and gene bodies, to date no studies have specifically investigated whether HIRA is required for healthy aging of adult tissues. After development, many tissues are largely non-proliferative and therefore rely on DNA replication-independent histone assembly. H3.3 accumulates to near-saturated levels in these tissues with age, as replication-dependent variants H3.1 and H3.2 are progressively replaced by H3.3 in non-proliferative cells by ATRX/DAXX and HIRA^26-30^. The liver is one such lowly proliferative organ in which H3.3 accumulates during aging^26^. In human metabolic dysfunction-associated steatotic liver disease (MASLD) and other models of chronic liver damage, loss of liver zonation and acquisition of biphenotypic gene programs accompany disease progression^31,32^, underscoring how failure to maintain cell identity in aging and stress drives pathology in liver.

In this study, we set out to investigate the requirement for HIRA-mediated deposition of histone H3.3 for healthy aging of mouse liver hepatocytes *in vivo*. To do this, we ablated HIRA in young adult mouse liver hepatocytes at 6 months of age and aged mice to 18 months of age. HIRA knockout (KO) resulted in progressive tissue dysfunction and pathology, accompanied by specific epigenetic and transcriptomic defects and loss of cell identity. Defects were recapitulated at the molecular level by H3.3 knockout. Partial hepatectomy, associated with induced proliferation, restored cell identity. Together, these results demonstrate that HIRA-mediated H3.3 deposition is essential for safeguarding cell identity and tissue function during aging of non-proliferating cells, but this function can be rescued by tissue regeneration associated cell proliferation.

## Results

### Hepatocyte-specific HIRA deletion results in fibrosis, metabolic dysregulation, and an altered transcriptome, particularly affecting highly expressed HNF4α target genes

To investigate the requirement of HIRA for liver aging, we first confirmed histone H3.3 accumulation during normal mouse liver aging by western blot analysis of liver lysates from 4, 12, and 22-month-old female mice (Fig. 1A). Abundance of H3.3, compared to total H3 (H3.1, H3.2 and H3.3) progressively increased with age, as reported previously^26^. To probe the functional role of HIRA, we generated hepatocyte-specific HIRA KO mice by retro-orbital injection of hepatocyte-specific AAV8-Tbg-Cre into HIRA^fl/fl^ C57BL/6 mice^33^. Specifically, we injected 6-month-old male and female HIRA^fl/fl^ mice with AAV8-Tbg-Cre and aged them for an additional 12 months (Fig. 1B). The mice were closely monitored over these 12 months and showed no significant changes in body weight, abdominal swelling suggestive of neoplasia, nor other signs of malaise (Suppl. Fig. 1A). At the end of this time, the mice were culled and tissues and plasma harvested for analysis (Fig. 1B). Western blot analysis of whole liver lysates from both male and female HIRA^fl/fl^ AAV8-Tbg-Cre mice confirmed efficient HIRA KO compared to controls (wildtype injected with AAV8-Tbg-Cre and HIRA^fl/fl^ injected with AAV8-Tbg-MCS (AAV ctl)) (Fig. 1C, Suppl. Fig. 1B). Immunofluorescence staining validated reduced H3.3 deposition in euchromatin, while perinuclear staining persisted, consistent with continued DAXX-mediated H3.3 deposition in repetitive heterochromatin (Suppl. Fig. 1C). Plasma liver damage markers (AST, ALP) showed no significant change in mice with HIRA KO liver (Suppl. Fig. 1D-E). To assess liver histology, we performed hematoxylin and eosin (H&E) and picrosirius red staining on liver sections. Quantification of picrosirius red staining revealed a significant increase in liver fibrosis in HIRA KO mice compared to controls (Fig. 1D, E).

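Whole-liver RNA was sequenced from 18 mice in 6 groups of 3. HIRA KO mice carried floxed Hira alleles and received an adeno-associated virus (AAV8) that expresses Cre recombinase from the Tbg promoter, which is active in hepatocytes. The 2 control types were wildtype mice that received the same Cre virus (WT AAV Tbg-Cre) and HIRA fl/fl mice that received a virus without Cre (HIRA fl/fl AAV ctl). Each genotype and virus was represented by 3 males and 3 females, injected at 6 months of age and sampled 12 months later. The authors selected poly-A RNA, aligned the reads to mm10 with STAR and counted them on genes with HOMER, and they deposited these counts for 55421 genes without normalization, together with a table of FPKM. The counts summed to between 15210023 and 24389407 per mouse, with a median of 20773657. The paper states a depth of approximately 30 M reads per sample, and the values given here rest on the counts. In HIRA KO males the totals ranged from 15210023 to 18918674 (median 18879326), in HIRA fl/fl AAV ctl males from 19588897 to 22016296 (median 21619902) and in WT AAV Tbg-Cre males from 15233377 to 21354342 (median 21028608). In females they ranged from 20080604 to 24389407 (median 21728558) in HIRA KO, from 19751139 to 23011724 (median 22857784) in HIRA fl/fl AAV ctl and from 19849711 to 20963292 (median 20584022) in WT AAV Tbg-Cre.

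Genes with fewer than 10 counts over all mice were left out, as in the paper's methods, and 23512 were tested. The counts were normalized with edgeR's TMM method and are given as CPM, which divide by the library total multiplied by its TMM factor (0.8847 to 1.13). HIRA KO was compared with both control types pooled, within each sex and as the mean of the 2 sexes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used DESeq2. The HIRA KO male libraries contained few genes at low counts. For each gene with 10 to 99 counts, they had between 0.125 and 0.153 genes with 4 to 9 counts, against 0.402 to 0.552 in the other 15 libraries.

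Hira (ENSMUSG00000022702.16) lies on chromosome 16 of mm10 from 18877037 to 18970309. Its level was 5.37 ± 3.52 CPM (SD, n = 3) in HIRA KO males and 6.41 ± 1.59 CPM (SD, n = 6) in control males. In females it was 3.67 ± 0.631 CPM (SD, n = 3) in HIRA KO and 5.95 ± 1.09 CPM (SD, n = 6) in controls. The log2 fold change over both sexes was −0.47 (standard error 0.23, adjusted p = 0.141 from edgeR's quasi-likelihood test), which is within the spread between mice. The library labelled HIRA KO male replicate 3 had 186 Hira counts, or 9.42 CPM, above the highest control (7.96 CPM), while the other HIRA KO mice lay between 3.00 and 4.28 CPM. Without that library the log2 fold change was −0.81 (adjusted p = 0.00528), and it lay between −0.81 and −0.33 over the fits that each left out 1 mouse. The counts cover the whole gene and all liver cells, so they do not measure the deleted exons or the protein. In HIRA KO males, whose libraries were short of low-count genes, the Hira counts are also less certain. Values for HIRA KO males below include the library labelled HIRA KO male replicate 3.

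**Figure D1:**
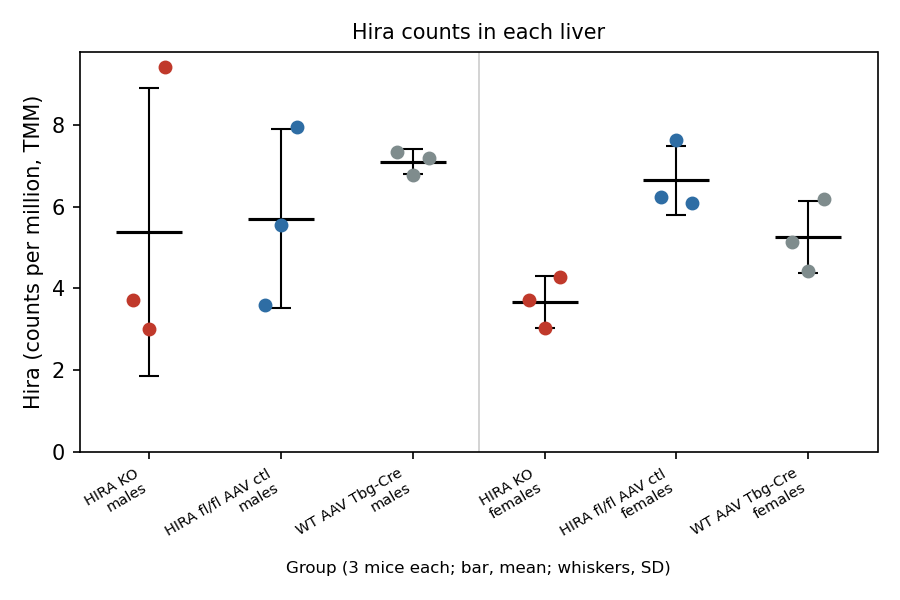
Hira in each liver in TMM-normalized CPM (y axis), by group and sex (x axis, 3 mice each). Points are mice, bars the mean and whiskers the SD; the library labelled HIRA KO male replicate 3 is the highest of all at 9.42 CPM.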

To understand the molecular basis of this phenotype, we performed RNA-seq on liver tissue from control and HIRA KO. 

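In a PCA of the 500 genes with the most variable log2 CPM, the first component held 39.8% of the variance and the second 27%. Sex accounted for 98.1% of the variation among mice along the first component, and HIRA KO for 0.256%. Along the second component HIRA KO accounted for 89.9% and sex for 0.115%. The 6 HIRA KO mice lay between 21.9 and 45.7 on the second component, and the 12 controls between −26.3 and −8.12, so the groups did not overlap. The 2 control types accounted for 0.021% of that component. With genes on chromosomes X and Y left out, sex still accounted for 97.5% of the first component. The choice of genes moved these shares most. Over all tested genes the first component held 22.9% of the variance, of which HIRA KO accounted for 42.3% and sex for 24.5%.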

Principal component analysis (PCA) analysis showed clear separation among the groups, with only minor sex-dimorphic effects (Suppl. Fig. 1F). Differential expression analysis identified 145 genes that were significantly downregulated, while 107 genes were found to be significantly upregulated in male and female HIRA KO livers (Fig. 1F). 

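With the thresholds of the paper's methods (absolute log2 fold change above 1 and adjusted p below 0.05, from edgeR's quasi-likelihood test), 1130 genes were upregulated and 869 downregulated in HIRA KO over both sexes. In males 2066 genes were upregulated and 1199 downregulated, and in females 376 and 209. Genes called in both sexes in the same direction numbered 201 upregulated and 96 downregulated. Of the 585 DEGs of females, 513 had a fold change of the same sign in males, and of the 3265 DEGs of males 2026 had the same sign in females, while 10 genes were called in both sexes with opposite signs. DESeq2, the paper's tool, also called 1630 of the 1999 DEGs of both sexes together, and gave 260 upregulated and 110 downregulated genes shared by males and females. Over both sexes together the counts were 2097 upregulated and 2736 downregulated without the fold-change threshold, and 368 and 193 with a minimum of 5 CPM in 3 or more mice, a setting chosen after the data were seen. With WT AAV Tbg-Cre mice as the only controls the shared genes numbered 95 upregulated and 43 downregulated, and with HIRA fl/fl AAV ctl mice 71 and 46. The larger count in males depended on the fit. With a separate fit within each sex, males had 743 upregulated and 491 downregulated genes and females 687 and 371. With limma voom and sample quality weights, chosen after the data were seen, males had 382 and 203 and females 956 and 432.

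The upregulated genes with the largest changes among those that separated HIRA KO from control mice in each sex were Malrd1, Cox8b, Plaat1, Cyp2c65 and Mia. Malrd1 (ENSMUSG00000075520.5, chromosome 2 of mm10 from 15526479 to 16255555) had 13 to 83 counts in HIRA KO males and none in control males. In females it had 126 to 130 counts in HIRA KO and at most 2 in controls. Since counts of 3 or fewer are at the limit of detection, these are lower bounds, at least 17-fold higher in males and at least 40.8-fold higher in females (adjusted p = 1.38e-07 over both sexes). Cox8b was at least 40.9-fold higher in males and 5.6-fold in females. Cyp2c65, whose reads could be split with other Cyp2c genes, was at least 43.6-fold higher in males and 3.35-fold in females. Plaat1 was at least 13.5-fold and 10.2-fold higher, and Mia at least 12.4-fold higher in females. The downregulated genes with the largest changes were Obox4-ps3, Gm49437, Hsd3b5, Gm37123 and Gpr12. Obox4-ps3, an unprocessed pseudogene on chromosome 7 from 14548714 to 14549233, had no counts in HIRA KO mice and 12 to 50 in control males. Against 3 counts it was 9.47-fold lower in males and at least 6.8-fold lower in females (adjusted p = 3.26e-06 over both sexes). Hsd3b5, one of a family of similar genes on chromosome 3, fell from 127 ± 109 CPM (SD, n = 6) in control males to 1.47 ± 1.97 CPM (SD, n = 3) in HIRA KO males (log2 fold change −6.48, standard error 0.94, adjusted p = 8.85e-05). In females it was close to the limit of detection in both groups (adjusted p = 0.443). Gm49437, Gm37123 and Gpr12 were 10.7-fold, 5.95-fold and 10.6-fold lower in males, again against 3 counts. These male folds, and that of Obox4-ps3, are not firm lower bounds, since the HIRA KO male libraries were short of low-count genes. In females Gm49437, Gm37123 and Gpr12 had log2 fold changes of −1.93, −2.65 and −3.59 (adjusted p = 0.033, 0.0308 and 0.00483). The loss of Gm49437 differed between the sexes (adjusted p = 0.00747 for the interaction). At such low counts this difference cannot be told apart from the shortage of low-count genes in the HIRA KO male libraries.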

Gene ontology analysis of upregulated genes showed enrichment for processes associated with the fibrotic phenotype, including 'regulation of cellular component organization', ‘regulation of wound healing’, ‘extracellular matrix organization’, and 'xenobiotic metabolic process'. In contrast, the majority of downregulated genes were associated with metabolic processes, including ‘lipid metabolic process’, ‘lipid transport’ and ‘amino acid metabolic process’, suggesting impaired hepatic metabolic function (Fig. 1F). 

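ShinyGO, REVIGO and Metascape were not run here. Gene lists written by hand before the counts were seen were tested in their place for an excess of DEGs of both sexes together, with Fisher's exact test, one-sided, against all tested genes and Benjamini-Hochberg adjustment over 62 tests. Of 55 extracellular matrix genes, 20 were upregulated where 2.64 would fall among the DEGs by chance (adjusted p = 2.3e-11). The fold change was above 0 for 51 of the 55. Among the extracellular matrix DEGs with the smallest adjusted p, Thbs1 (ENSMUSG00000040152.8, chromosome 2 of mm10 from 118111876 to 118127133) had a log2 fold change of 2.33 (standard error 0.29, adjusted p = 7.95e-06). Col5a2 (chromosome 1 from 45374321 to 45503282) rose by 2.78 (standard error 0.37, adjusted p = 1.5e-05), with a wide spread in HIRA KO females (63.2 ± 79.3 CPM, SD, n = 3). The collagen genes Col1a1 and Col1a2 rose by 1.57 (adjusted p = 5.13e-05) and 1.25 (adjusted p = 7.65e-05). Over the fits that each left out 1 mouse, the log2 fold change of Thbs1 stayed between 2.02 and 2.51 and that of Col5a2 between 1.87 and 3.05.

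Of 70 genes of xenobiotic metabolism and glutathione, 12 were upregulated (3.36 by chance, adjusted p = 0.00119) and 9 downregulated (2.59 by chance, adjusted p = 0.00826), so the list held DEGs of both directions. Cyp2c55 (chromosome 19 from 39007019 to 39042693) had a log2 fold change of 2.88 (standard error 0.17, adjusted p = 3.14e-10), and it rose more in females (3.70) than in males (2.07, adjusted p = 0.022 for the interaction). Gsta1 rose by 4.11 (standard error 0.37, adjusted p = 1.16e-07) and Gstp2 by 2.58 (standard error 0.23, adjusted p = 1.12e-07), although the counting could have split reads between these and their close paralogs. Among the control females, Gsta1 was lowest in the HIRA fl/fl AAV ctl female replicate 1, which lay apart from the others. Cyp2d9, also one of a family of near-identical genes, rose from 11.8 ± 4.24 CPM (SD, n = 6) to 126 ± 11.2 CPM (SD, n = 3) in females, while its change in males was within the spread between mice (log2 fold change 0.45, adjusted p = 0.171). Sult1a1 fell by 1.25 (standard error 0.12, adjusted p = 1.8e-07). Of the 62 tests 10 passed with the fold-change threshold, and 19 without it.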

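Of 18 genes listed under fatty acid synthesis, which include Dgat2 of triglyceride synthesis, 6 were downregulated where 0.665 would be by chance (Fisher's exact test, adjusted p = 0.000394). Lipid transport and lipoproteins had 4 of 40 genes downregulated (adjusted p = 0.262), amino acid metabolism 3 of 56 (adjusted p = 0.885), cholesterol synthesis 3 of 25 (Hmgcs1, Hsd17b7 and Sqle, adjusted p = 0.262) and bile acid synthesis and transport 4 of 23 (Abcc3, Slc10a1, Slc27a5 and Slco1a1, adjusted p = 0.0528). These lists moved as groups by less than the fold-change threshold. The log2 fold change was below 0 for 24 of the 25 cholesterol synthesis genes, 29 of the 40 lipid transport genes and 38 of the 56 amino acid genes, with medians of −0.65, −0.27 and −0.26. In limma's camera test, which compares the genes of a list with all other tested genes and uses no threshold, they were lower in HIRA KO with adjusted p = 1.01e-08, 7.74e-06 and 1.93e-05.

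Dgat2 (ENSMUSG00000030747.5, chromosome 7 of mm10 from 99153658 to 99182719), which joins fatty acids into triglycerides, fell from 532 ± 51.5 to 207 ± 16.8 CPM in males (SD, n = 6 and 3) and from 625 ± 67.9 to 285 ± 23.7 CPM in females, a log2 fold change of −1.25 (standard error 0.09, adjusted p = 4.05e-09). Elovl5 fell by 1.20 (standard error 0.18, adjusted p = 7.02e-05). Scd1 fell by 1.20 as well but with a wider error (standard error 0.31, adjusted p = 0.00778), and with a single control type in place of both its adjusted p reached 0.0852. Acacb (log2 fold change −1.35, adjusted p = 0.0119) and Pnpla3 (−1.99, adjusted p = 0.0449) lost significance with WT AAV Tbg-Cre mice as the only controls, with adjusted p = 0.226 and 0.52. In the lipid transport list, Apom (chromosome 17 from 35128997 to 35132050) had a log2 fold change of −1.59 (standard error 0.14, adjusted p = 6.95e-08) and Pltp of −2.34 (standard error 0.29, adjusted p = 6.07e-06). Over both sexes, Apoa1 fell by 1.29 (adjusted p = 5.15e-04) and Slc27a5 by 1.22 (adjusted p = 4.27e-08), while Lpl rose by 2.11 (adjusted p = 2.25e-04). Apoa1 changed by −2.1 in males (adjusted p = 3.68e-04) and by −0.48 in females (adjusted p = 0.506). Lpl changed by 0.68 in males (adjusted p = 0.338) and by 3.53 in females (adjusted p = 1.81e-04). The interaction of sex and HIRA KO was not significant for Apoa1 (adjusted p = 0.07) or Lpl (adjusted p = 0.0615). In the amino acid list, Cdo1 (chromosome 18 from 46713193 to 46728395) fell by 1.20 (standard error 0.08, adjusted p = 4.05e-09), Gldc by 1.36 (adjusted p = 1.43e-08) and Prodh by 1.04 (adjusted p = 3.69e-04), with the HIRA fl/fl AAV ctl male replicate 1 above the other control males for Prodh. Phgdh, at 1.05 CPM or less in each group, was higher in HIRA KO (adjusted p = 0.0273), but not once some of the mice were left out in turn (adjusted p up to 0.105). From the metabolic terms among its downregulated genes, the paper proposes that hepatic metabolic function is impaired in HIRA KO.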

Notably, downregulated genes were significantly enriched for highly expressed liver genes in both male and female mice, distinguishing them from the overall transcriptome and from upregulated genes (Fig. 1G). 

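The expression level of each gene was taken as its mean FPKM over the 6 control mice of a sex, with genes under an FPKM of 1 left out. In females, the 194 downregulated genes had a median of 15.8 FPKM (quartiles 5.01 and 101), against 7.73 over all 12656 genes and 3.55 over the 191 upregulated genes. The downregulated genes lay above all genes (permutation test on ranks, two-sided, p = 1e-05, the smallest that 100000 resamples can give) and above the upregulated genes (permutation p = 1e-05, the smallest). In males, the 523 downregulated genes had a median of 5.94 FPKM (quartiles 2.10 and 29.9), against 7.72 over all 12214 genes (permutation p = 0.0234) and 4.29 over the 454 upregulated genes (permutation p = 5e-05). The male median of the downregulated genes was thus below that of all genes and above that of the upregulated genes. With any 1 of the 6 control males left out, fits chosen after the data were seen, it no longer differed from that of all genes (permutation p from 0.172 to 0.746). With any 1 of the 3 HIRA KO males left out it stayed below, at 4.64 to 4.76 FPKM (permutation p = 1e-05), as it did among DESeq2 DEGs (4.28 FPKM, permutation p = 1e-05). The direction in males depended on the genes called. Without the fold-change threshold, 1901 genes were downregulated in males and their median was 13.8 FPKM, above that of all genes (permutation p = 1e-05, the smallest). The median was also above that of all genes with limma voom and sample quality weights (37.4 FPKM, permutation p = 1e-05). The same held with at least 5 CPM in 3 or more mice (10.5 FPKM, permutation p = 4e-05). Both were chosen after the data were seen. The HIRA KO male libraries were short of low-count genes. Control males re-amplified from few molecules in simulation gave 54 downregulated and 8 upregulated calls. Whether the shortage lowered the male median was not tested. Read in HIRA KO mice in place of controls, the median of the downregulated genes was 6.44 FPKM in males (permutation p = 0.457) and 8.92 FPKM in females (permutation p = 0.0995). These tests resample genes, which are not independent replicates.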

To identify transcriptional regulators driving these gene expression changes, we performed Ingenuity Pathway Analysis (IPA). This analysis predicted inhibition of HNF4α, a master regulator of hepatocyte identity and metabolism, in both sexes. 

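IPA was not run here. The Hnf4a transcript (ENSMUSG00000017950.16, chromosome 2 of mm10 from 163506808 to 163572910) fell from 510 ± 93.3 CPM (SD, n = 6) to 330 ± 79.9 CPM (SD, n = 3) in males and from 521 ± 34.7 to 382 ± 41 CPM in females. Its log2 fold change was −0.54 over both sexes (standard error 0.11, adjusted p = 0.00154), −0.63 in males (adjusted p = 0.00881) and −0.45 in females (adjusted p = 0.106). The change did not differ between the sexes (adjusted p = 0.732 for the interaction). Of 39 HNF4A target genes listed before the counts were seen, 8 were downregulated in males (1.99 by chance, Fisher's exact test, adjusted p = 0.00969) and 5 in females (0.347 by chance, adjusted p = 0.000211), where 1, G6pc, was upregulated. Over both sexes 6 were downregulated (adjusted p = 0.0179), and 32 of the 39 had a log2 fold change below 0. Ces3a, whose reads could be split with other carboxylesterase genes, had a log2 fold change of −2.28 (standard error 0.20, adjusted p = 6.95e-08). Pklr fell by 1.90 (adjusted p = 4.68e-05). Nr1i3 fell from 156 ± 49.9 to 7.52 ± 1.86 CPM in females and from 58.1 ± 7.33 to 18.4 ± 22.5 CPM in males, a larger fall in females (adjusted p = 0.0373 for the interaction). The paper presents the predicted inhibition of HNF4α as a candidate driver of these expression changes.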

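Transcript levels of other metabolic transcription factors were compared within each sex, apart from any prediction from their targets. Srebf1 (chromosome 11 of mm10 from 60199089 to 60222581) had a log2 fold change of −0.40 in males (adjusted p = 0.244) and −0.16 in females (adjusted p = 0.847), both within the spread between mice. Srebf2 (chromosome 15 from 82147181 to 82205379) fell from 58.4 ± 13.2 to 37.0 ± 11.5 CPM in males (SD, n = 6 and 3), a log2 fold change of −0.66 (standard error 0.19, adjusted p = 0.0194). In females it was −0.29 (adjusted p = 0.476), and the sexes did not differ (adjusted p = 0.488 for the interaction). Of 25 cholesterol synthesis genes, 9 were downregulated in males (1.27 by chance, Fisher's exact test, adjusted p = 6.82e-05) and 0 in females. The count in females depends on the fold-change threshold. There Hmgcs1 had a log2 fold change of −0.94 (adjusted p = 0.0129), Hsd17b7 of −0.71 (adjusted p = 0.0265) and Sqle of −0.64 (adjusted p = 0.231). None of these genes differed between the sexes (adjusted p = 0.616, 0.182 and 0.239 for the interaction). Ppargc1a (chromosome 5 from 51454250 to 51567726) changed by 0.06 in males (adjusted p = 0.91) and by −0.16 in females (adjusted p = 0.882). Zbtb20 (chromosome 16 from 42875881 to 43642602) changed by 0.33 in males (adjusted p = 0.15) and by 0.12 in females (adjusted p = 0.825), with 1 control male, the WT AAV Tbg-Cre male replicate 1, above the other controls of its sex.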

Additional metabolic transcription factors showed sex-specific inhibition patterns, including SREBF1 and SREBF2 in males and PPARGC1A and ZBTB20 in females (Fig. 1H, Suppl. Fig. 1G). Given the predicted HNF4α inhibition and enrichment of lipid metabolic processes among downregulated genes, we examined cholesterol homeostasis, a critical hepatic lipid pathway. In the liver, cholesterol is synthesized through a multi-step pathway from acetyl-CoA and can then be converted to bile acids or packaged into lipoprotein particles for export^34^. Strikingly, examination of cholesterol distribution showed opposing patterns between plasma and liver: total plasma cholesterol was significantly decreased in HIRA KO male and female mice (Fig. 1I), while lipidomic analysis of female liver samples revealed significantly increased cholesteryl ester content, with specific accumulation of cholesteryl oleate (18:1) and cholesteryl linoleate (18:2), the predominant esterified cholesterol species in mammalian liver (Fig. 1J, Suppl. Fig. 1H). This inverse relationship suggests impaired cholesterol export from the liver. Consistent with this, while plasma lipoprotein analysis showed that HDL, LDL, and VLDL cholesterol levels were all significantly reduced in male and female HIRA KO mice (Suppl. Fig. 1I), analysis of plasma bile acids (synthesized in the liver from cholesterol) revealed a significant increase in HIRA KO male mice and a marked upward trend in female mice (Suppl. Fig. 1J). These findings demonstrate that KO of HIRA in hepatocytes results in fibrosis, metabolic dysregulation, and an altered transcriptome, particularly affecting highly expressed HNF4α target genes.

### HIRA loss causes erosion of hepatocyte identity and trans-differentiation

To better understand how loss of HIRA activity affects hepatocytes, we performed a time-course analysis to assess maintenance of tissue and cell identity. To do this, we employed an alternative method of Adeno-associated virus (AAV) CRISPR-mediated hepatocyte-specific HIRA KO, using AAV8-Tbg-saCAS9/U6-sgRNA-HIRA or AAV8-Tbg-saCAS9/U6-sgRNA-Rosa26 as control^35^, in male mice for analysis at 3 weeks and 6 months after KO. Western blot analysis comparing CRISPR-mediated HIRA KO to Rosa26-targeted control mice confirmed loss of HIRA protein expression (Suppl. Fig. 2A). We performed bulk RNA sequencing of HIRA KO livers at 3 weeks and 6 months. PCA indicated that the control and KO groups are distinctly separated (Suppl. Fig. 2B). Differential expression analysis identified 290 upregulated and 145 downregulated genes at 3 weeks, and 227 upregulated and 373 downregulated genes at 6 months after KO. Circular visualization of DEGs and associated GO terms at all three timepoints (3 weeks, 6 months, and 1 year) is shown in Fig. 2A, B. Gene Ontology analysis revealed strikingly different temporal patterns: upregulated genes revealed that stress-associated pathways, including ‘extracellular matrix organization’, ‘wound response’, and ‘growth factor signaling’, were largely absent at early timepoints and predominantly emerged at 1 year (Fig. 2A, bottom). In contrast, downregulated genes showed consistent GO term enrichment across all three timepoints, with hepatocyte-specific metabolic functions including ‘regulation of lipid metabolic process’, ‘amino acid metabolism’, ‘fatty acid metabolism’, ‘steroid metabolic process’, and ‘bile secretion’ downregulated as early as 3 weeks and persisting through 1 year (Fig. 2B, bottom). 

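At 1 year, 15 of the 55 extracellular matrix genes were upregulated in HIRA KO females (n = 3) over control females (n = 6), where 0.88 would be by chance (Fisher's exact test, adjusted p = 3.58e-13). Col1a1 rose in females from 8.93 ± 3.34 to 33.4 ± 17.3 CPM, a log2 fold change of 1.90 (standard error 0.32, adjusted p = 7.96e-04), and Thbs1 from 1.97 ± 0.807 to 9.51 ± 4.79 CPM, a log2 fold change of 2.27 (standard error 0.41, adjusted p = 0.00138). Of 21 stress and senescence genes 3 were upregulated in females (Atf3, Cdkn1a and Cxcl1, adjusted p = 0.027), and of 19 genes of fetal liver and liver tumours 5 were (Ly6d, Prom1, Scd2, Slpi and Tspan8, adjusted p = 1.22e-04). Libraries of the earlier timepoints are not analysed here.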

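At 1 year, 12 of the 70 genes of xenobiotic metabolism and glutathione were downregulated in HIRA KO females (0.622 by chance, Fisher's exact test, adjusted p = 3.72e-11), while 8 of the 70 were upregulated (1.12 by chance, adjusted p = 0.000163). Downregulated were also 4 of the 23 genes of bile acid synthesis and transport (Abcc3, Akr1d1, Slc10a1 and Slc27a5, where 0.204 would be by chance, adjusted p = 3.65e-04). Lipid transport and lipoproteins had 3 of 40 (Apom, Pltp and Slc27a5, adjusted p = 0.0303) and amino acid metabolism 3 of 56 (Cdo1, Gldc and Prodh, adjusted p = 0.0648). Fatty acid oxidation had 2 of 30 (Acot4 and Ppara, adjusted p = 0.113) and fatty acid synthesis 1 of 18 (Dgat2, adjusted p = 0.46). Apom in females fell from 233 ± 25.1 CPM (SD, n = 6) to 62.4 ± 20.1 CPM (SD, n = 3), a log2 fold change of −1.90 (standard error 0.20, adjusted p = 3.58e-06). In the same comparison Cdo1 fell by 1.21 (standard error 0.12, adjusted p = 1.66e-06), Gldc by 1.16 (standard error 0.15, adjusted p = 3.7e-05) and Slc27a5 by 1.26 (standard error 0.15, adjusted p = 1.18e-05).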

Consistent with the delayed emergence of stress-associated pathways, fibrosis levels showed no significant differences between control and HIRA KO livers at 3 weeks or 6 months (Suppl. Fig. 2C, D). Given the consistent downregulation of metabolic processes, we quantified 'liver identity' using Gene Set Variation Analysis (GSVA) with a liver-specific gene signature comprising 85 genes^36^. 

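The paper's text does not list the genes of the published signature. GSVA was therefore run at 1 year on a hepatocyte list of 60 genes written before the counts were seen, of which 59 were tested. GSVA scales each gene over all mice and then ranks the genes within each mouse, so a lower score means that the list is low relative to the other mice. The score was −0.208 ± 0.272 (SD, n = 6) in HIRA KO and 0.0609 ± 0.283 (SD, n = 12) in controls, a difference of −0.269 that was within the spread between mice (exact permutation test, two-sided, p = 0.0727). In males it was −0.299 ± 0.102 (SD, n = 3) against 0.112 ± 0.291 (SD, n = 6), a difference of −0.412 (exact permutation test, p = 0.0357). In females it was −0.116 ± 0.387 against 0.0096 ± 0.291, a difference of −0.126 (exact permutation test, p = 0.583). The mean z-score over the same genes, in place of GSVA, was lower in HIRA KO by −0.509 (exact permutation test, p = 0.00819). Of the 59 genes, 37 had an adjusted p below 0.05 over all genes tested (40 when adjusted over the list alone), 26 of them lower and 11 higher in HIRA KO. The median log2 fold change of the list was −0.31.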

Liver identity scores were significantly reduced at 3 weeks, 6 months, and 1 year post-KO compared to age-matched controls (Fig. 2C). Taken together, these results suggest that the stress-associated fibrotic response is a secondary delayed effect, while the loss of identity is a primary consequence of HIRA KO.

To examine the cellular composition and spatial organization of this loss of identity phenotype at single-cell resolution, we performed CosMx spatial transcriptomics analysis on 1 year post-HIRA KO and control livers, using a 1000 cell identity gene panel (Fig. 2D, F, Suppl. Fig. 2E-G). Unsupervised clustering identified ten distinct liver cell populations including hepatocytes, cholangiocytes, hepatic stellate cells, endothelial cells, Kupffer cells, myofibroblasts, neutrophils, T cells, B cells, and erythrocytes (Suppl. Fig. 2E). Cell type assignments from spatial transcriptomics were validated by dot plot analysis examining expression of top differentially expressed marker genes (log2FC >1) across all identified populations (Suppl. Fig. 2F). Consistent with the histologically observed fibrotic phenotype (Fig. 1D), a composite fibrosis gene signature score in hepatic stellate cells revealed significant elevation in HIRA KO livers relative to controls (Suppl. Fig. 2G, Suppl. Table 1). Cell type proportion analysis demonstrated significant expansion of cholangiocyte and Kupffer cell populations in HIRA KO livers, alongside significant decrease of endothelial cell and B cell populations (Fig. 2D). This enrichment of cholangiocyte markers was confirmed by bulk RNA-seq data after 1 year of HIRA KO (Fig. 2E). 

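The 9 biliary markers of Fig. 2E all had higher mean counts in HIRA KO livers at 1 year. Their score, the mean z-score of log2 CPM over the 9 genes, was 0.904 ± 0.365 (SD, n = 6) in HIRA KO and −0.452 ± 0.467 (SD, n = 12) in controls, a difference of 1.36 (exact permutation test, two-sided, p = 5.39e-05, the smallest that 6 mice against 12 can give). Every HIRA KO mouse scored above every control, with a lowest HIRA KO score of 0.427 in males against a highest control score of −0.401, and 0.80 against 0.346 in females. With 1 control type in place of both, the difference was 1.32 or 1.39 (exact permutation test, p = 0.00216 for each). Adjusted over the 9 genes alone, 9 had an adjusted p below 0.05, and adjusted over all tested genes 8 did. Prom1 (ENSMUSG00000029086.15, chromosome 5 of mm10 from 43993620 to 44102032) rose from 1.5 ± 0.318 to 9.21 ± 2.59 CPM in males and from 19.3 ± 4.96 to 55.2 ± 12.7 CPM in females, a log2 fold change of 2.07 (standard error 0.16, adjusted p = 8.08e-09). Krt19 (chromosome 11 from 100140810 to 100148665) had a log2 fold change of 2.03 (standard error 0.27, adjusted p = 1.51e-05) and Ly6d of 2.15 (standard error 0.32, adjusted p = 5.36e-05). Spp1 rose by 1.15 (adjusted p = 3.34e-05), Sox9 by 1.10 (adjusted p = 0.00171) and Icam1 by 0.94 (adjusted p = 3.94e-04). Epcam (1.13, adjusted p = 0.00899) and Cd24a (0.93, adjusted p = 0.0133) lost significance when only 1 control type was used, with adjusted p up to 0.0767 and 0.11. Krt7 had a log2 fold change of 1.07 (standard error 0.44), with an adjusted p of 0.086 over all tested genes and 0.0233 over the 9 genes. It thus missed 0.05 over all tested genes, and HIRA KO and control mice overlapped in each sex. Prom1 and Spp1 were lower in the HIRA fl/fl AAV ctl male replicate 1 than in the other control males. Of 30 further cholangiocyte markers, listed before the counts were seen, 7 were upregulated (1.44 by chance, Fisher's exact test, adjusted p = 0.00396). Counts from whole liver do not show which cells express these genes.

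**Figure D2:**
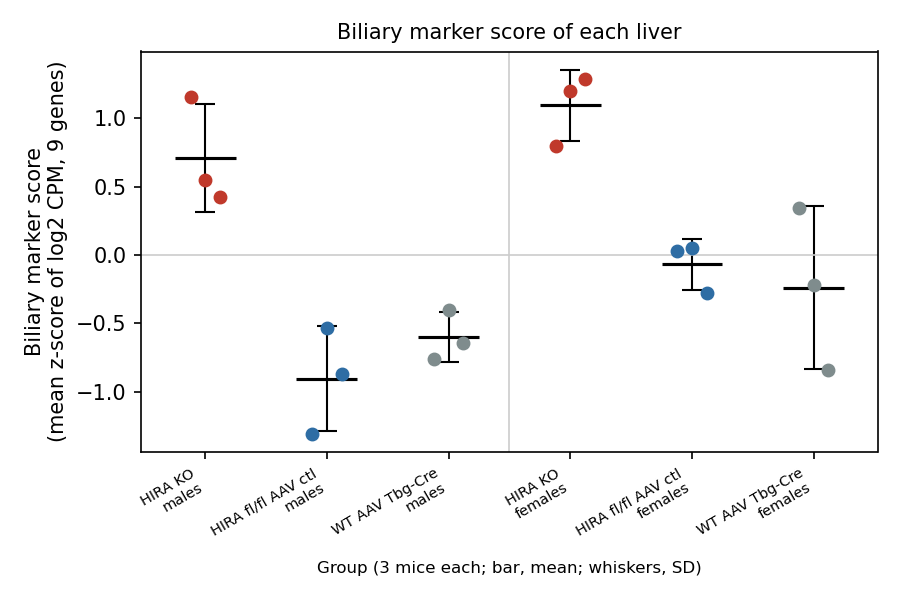
Biliary marker score of each liver (y axis, mean z-score of log2 CPM over 9 genes) by group and sex (x axis, 3 mice each). Points are mice, bars the mean and whiskers the SD; the 6 HIRA KO mice lie between 0.427 and 1.29 and the 12 controls between −1.31 and 0.346.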

Spatial neighborhood analysis (k=20 nearest neighbors) of the cholangiocyte microenvironment revealed that cholangiocytes in HIRA KO livers were surrounded by significantly elevated proportions of hepatic stellate cells, T cells, Kupffer cells, and neutrophils compared to controls (Fig. 2F), suggesting that these cells are embedded within an inflammatory and pro-fibrotic microenvironment characteristic of liver injury.

Hepatocytes can transdifferentiate to cholangiocytes in response to chronic liver injury^31,37^, so we investigated whether a hepatocyte-to-cholangiocyte conversion was occurring in HIRA KO livers. To do this, we performed lineage tracing using a fluorescent reporter by retro-orbital injection of AAV8-Tbg-Cre into HIRA^fl/fl^; LSL-tdtomato mice (Fig. 2G). Immunofluorescence co-staining for CK19 (green), tdTomato (red), and DAPI (blue) showed that in wildtype LSL-tdTomato mice that received no AAV, CK19+ cholangiocytes and other cells displayed no tdTomato signal (Fig. 2H, top row). Wildtype LSL-tdTomato mice that received AAV8-Tbg-Cre displayed robust tdTomato labeling in hepatocytes with normal CK19+ cholangiocyte abundance and distribution, and only rare tdTomato+/CK19+ double-positive cells (Fig. 2H, middle row). In contrast, HIRA^fl/fl^; LSL-tdTomato mice injected with AAV8-Tbg-Cre showed numerous tdTomato+/CK19+ double-positive cells (indicated by white arrows), confirming hepatocyte-to-cholangiocyte transdifferentiation (Fig. 2H, bottom row). High-magnification examples from four representative regions demonstrate the morphology and spatial distribution of these lineage-traced transdifferentiated cells, showing the colocalization of tdTomato and CK19 signals (Fig. 2H, right panels). Collectively, these results demonstrate that hepatocyte-specific HIRA KO leads to loss of hepatocyte identity and their transdifferentiation into cholangiocytes.

### HIRA preserves chromatin integrity and epigenetic age

Given that HIRA is a histone chaperone and the epigenome determines cell identity, we set out to assess the impact of HIRA KO on the epigenome. To do this, we performed a comprehensive epigenetic analysis including ATAC-seq, DNA methylation array, and CUT&Tag for H3.3, H3K27ac, and H3K36me3 on control and HIRA KO liver 1 year after KO. We first examined chromatin accessibility by ATAC-seq. We identified 4,740 peaks with increased accessibility and 2,312 peaks with decreased accessibility in HIRA KO (Suppl. Fig. 3A). The genomic distribution of differentially accessible peaks revealed that 81 % mapped to intronic and intergenic regions, 4 % mapped to untranslated regions (UTR), 5 % to transcription termination sites (TTS), 5 % to exons, 4 % to transcription start sites (TSS), and 0.6% to non-coding regions (Suppl. Fig. 3B), indicating that HIRA regulates chromatin structure broadly across the genome, including at regulatory regions, as previously reported^12,13,38^. Consistent with a direct regulatory relationship, changes in TSS accessibility at DEGs positively correlated with their expression changes in HIRA KO livers (Fig. 3A). In line with decreased expression of HNF4α target genes (Fig. 1H and Fig. Suppl. 1G), motif analysis revealed decreased enrichment of the HNF4α binding motif in accessible chromatin of HIRA KO samples (Suppl. Fig. 3C). To examine DNA methylation changes, we performed methylation array profiling and identified 35,594 hypomethylated and 7,968 hypermethylated CpG sites in HIRA KO liver (Suppl. Fig. 3D). Genomic annotation of differentially methylated sites showed that both hyper- and hypomethylated CpGs mapped across promoter, intronic, intergenic, and exonic regions (Suppl. Fig. 3E). Annotation of the methylation data onto the observed correlation between TSS accessibility and gene expression changes revealed a coherent epigenetic pattern: downregulated genes exhibited both reduced TSS accessibility and promoter DNA hypermethylation, whereas upregulated genes showed increased TSS accessibility and promoter hypomethylation (Fig. 3A). These coordinated changes are consistent with established principles linking increased gene expression with chromatin accessibility and DNA hypomethylation at promoters^39^. Next, using the methylation data, we applied the Zhou347 epigenetic clock, a multi-tissue age predictor, and found that HIRA KO livers displayed a significant increase in predicted biological age relative to controls (Fig. 3B)^40^. Taken together, these results suggest that HIRA KO results in integrated changes in chromatin accessibility and DNA methylation at promoter/TSSs that, as expected, correlate with changes in gene expression and are associated with increased epigenetic age.

To better understand the epigenetic mechanism underlying the loss of expression of HNF4α target genes and hepatocyte identity genes, we analyzed CUT&Tag of H3.3 (HIRA’s primary deposition substrate), H3K27ac (a mark of active enhancers and promoters), and H3K36me3 (a gene body-enriched mark deposited by SETD2 during transcription elongation that is critical to transcriptional fidelity and epigenetic stability^41,42^). As H3.3 differs from canonical H3.1/2 by only 4-5 amino acids, we first validated the H3.3 profiling approach^12^. Histone H3.3 is encoded by two genes, H3f3a and H3f3b, and combined conditional KO of both alleles has been previously generated^43^. Using liver tissue from an H3f3a^fl/fl^, H3f3b^fl/fl^ mouse injected with AAV8 Tbg-Cre to achieve hepatocyte-specific H3.3 deletion, we confirmed the expected reduction in H3.3 signal across all identified peaks (Suppl. Fig. 3F), validating the H3.3 CUT&Tag. Profile analysis from promoter to transcription end site (TES ± 3 kb) revealed that HIRA KO livers exhibit reduced H3.3 deposition across all protein-coding genes (Fig. 3C), as expected. H3K27ac and H3K36me3 were also both broadly reduced across all protein-coding genes in HIRA KO livers, including at liver identity genes (Fig. 3C, D). HIRA KO samples displayed reduced accessibility at the TSS of these identity genes (Fig. 3D), consistent with their tendency to decrease expression and loss of liver identity (Fig. 2C). Collectively, loss of identity and decreased expression of liver identity genes in HIRA KO associates with decreased TSS accessibility and decreased H3K27ac and H3K36me3 across genes.

Surprisingly, chromatin accessibility over gene bodies was modestly increased across all genes and markedly so at liver identity genes (Fig. 3C, D), despite their tendency toward decreased expression (Fig. 2C). This paradox suggests that HIRA KO disrupts gene expression and chromatin organization at identity genes in a non-canonical fashion. Because many liver identity genes are among the highly expressed genes (Suppl. Fig. 3G) and because genes downregulated by HIRA KO tend to be highly expressed (Fig. 1G), we examined whether the observed epigenetic changes were expression-dependent. 

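In the control livers sequenced at 1 year, the 59 hepatocyte genes of the list used for the identity score had a median of 810 FPKM in males and 825 FPKM in females. In males 57 of the 59 were in the highest decile of genes, and in females 56. The list ranked above random sets of as many genes in both sexes (permutation test, p = 1e-05, the smallest that 100000 resamples can give).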

We calculated the difference in signal between HIRA KO and control and grouped all genes by expression deciles. Disruption of chromatin accessibility and loss of H3.3, H3K27ac, and H3K36me3 signal, each scaled with baseline expression level, with the most highly expressed genes showing the greatest reduction (Fig. 3E). This indicates that HIRA-mediated chromatin maintenance is particularly critical at actively transcribed loci, consistent with elevated nucleosome turnover at highly expressed genes^44^. To illustrate these coordinated epigenetic changes at individual loci, we examined Serpina6 and Slc10a1, two representative liver identity genes (Fig. 3F, G). Each displayed reduced expression accompanied by decreased chromatin accessibility at promoters and putative enhancers, increased accessibility over gene bodies, and diminished H3.3, H3K27ac, and H3K36me3 signal, exemplifying the multi-layered epigenetic disruption caused by HIRA deletion. 

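Slc10a1 (ENSMUSG00000021135.8), which encodes a bile acid transporter of the hepatocyte membrane, lies on chromosome 12 of mm10 from 80953183 to 80968705. It fell from 919 ± 117 CPM (SD, n = 6) in control males to 141 ± 35.2 CPM (SD, n = 3) in HIRA KO males, and from 841 ± 96.7 to 95.1 ± 53.8 CPM in females. Its log2 fold change was −2.93 (standard error 0.19, adjusted p = 1.12e-09 from edgeR's quasi-likelihood test), between −3.19 and −2.77 with each mouse left out in turn. Serpina6 (ENSMUSG00000060807.7), which encodes corticosteroid-binding globulin, lies on chromosome 12 from 103646630 to 103657212. It was 208 ± 51.9 CPM in HIRA KO males against 314 ± 51.8 CPM in control males, and 673 ± 54.7 against 984 ± 556 CPM in females. Its log2 fold change was −0.57 (standard error 0.21), with an adjusted p of 0.0537 over all tested genes and 0.0177 over the 59 genes of the hepatocyte list. The fall thus missed 0.05 over all tested genes, and HIRA KO and control mice overlapped in each sex. The spread in control females came largely from 1 mouse, the HIRA fl/fl AAV ctl female replicate 1, with 2060 CPM. Without it the Serpina6 log2 fold change was −0.39 (adjusted p = 0.0483).

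**Figure D3:**
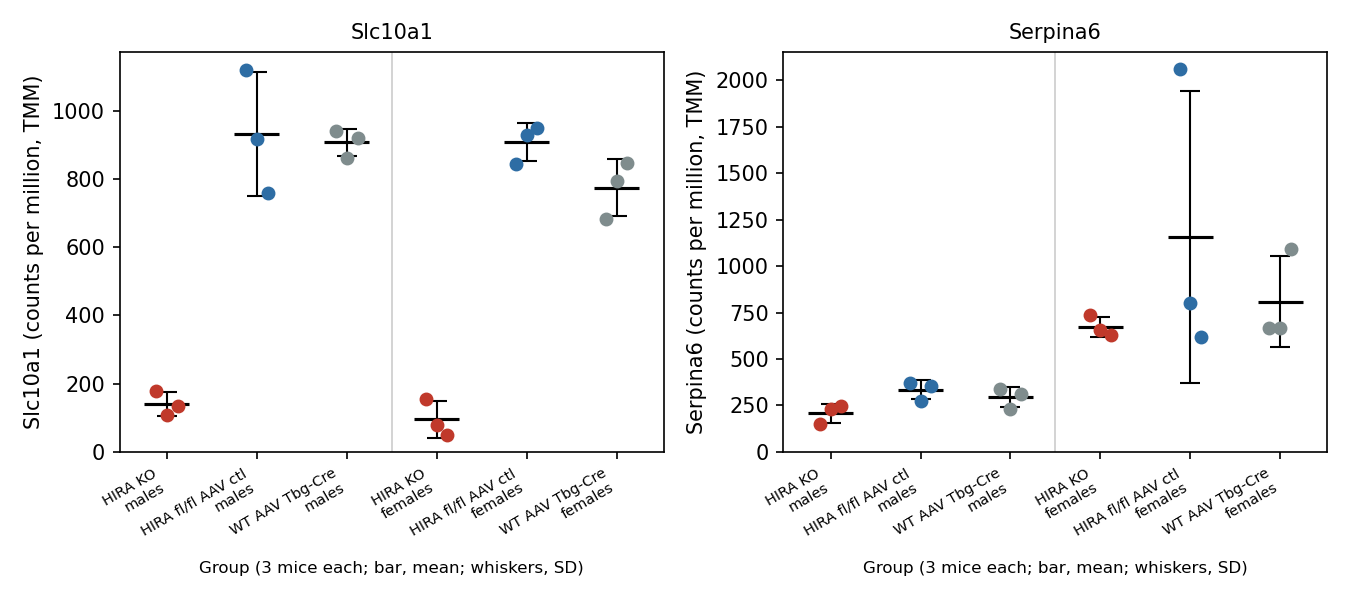
Slc10a1 and Serpina6 in each liver in TMM-normalized CPM (y axes), by group and sex (x axes, 3 mice each). Points are mice, bars the mean and whiskers the SD; HIRA KO mice reach at most 179 CPM for Slc10a1 and controls at least 683 CPM, while the groups overlap for Serpina6.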

Taken together, these data demonstrate that HIRA maintains the hepatocyte epigenome linked to H3.3 deposition, with actively transcribed genes being most dependent. HIRA’s loss disrupts H3.3 deposition, chromatin accessibility, histone modifications, and DNA methylation, ultimately driving the erosion of liver cell identity and accelerated epigenetic aging.

### H3.3 knockout recapitulates HIRA-dependent gene expression changes but triggers acute hepatotoxicity

To test whether histone H3.3, rather than other H3.3-independent HIRA functions, mediates the effects of HIRA deletion on hepatocyte identity, we generated hepatocyte-specific H3.3 KO mice and performed parallel transcriptomic analyses. Following retro-orbital injection of AAV8 Tbg-Cre into 6-month-old H3f3a^fl/fl^, H3f3b^fl/fl^ animals, western blot analysis confirmed downregulation of H3.3 protein at three weeks post-injection (Fig. 4A). To assess the long-term consequences of hepatocyte H3.3 loss, we also aged H3.3 KO mice for one year (from 6 to18 months), mirroring our previous HIRA KO experiments. Surprisingly, in contrast to HIRA KO, aged animals showed complete restoration of H3.3 protein levels (Suppl. Fig. 4A), suggesting selective pressure against H3.3-deficient hepatocytes. Consistent with this interpretation, Cre recombinase protein was detectable in wildtype livers transduced with AAV Tbg-Cre but completely absent in aged H3.3 KO livers (Suppl. Fig. 4A), providing evidence that H3.3-deficient hepatocytes were eliminated. Body weight measurements at three weeks revealed no significant differences between H3.3 KO and control animals (Suppl. Fig. 4B). Likewise, in contrast to HIRA KO, plasma cholesterol and bile acid levels were not significantly altered in H3.3 KO mice (Suppl. Fig. 4C, D). However, assessment of liver damage through plasma enzyme levels demonstrated dramatic hepatotoxicity, with both ALT and ALP significantly elevated in H3.3 KO mice compared to controls (Fig. 4B, C). Together, these findings indicate that H3.3-deficient hepatocytes are likely markedly dysfunctional, incompatible with long-term hepatocyte survival, and replaced by compensatory proliferation of untransduced wildtype cells.

In light of this eventual replacement of H3.3 KO hepatocytes, we performed transcriptomic analysis on male H3.3 KO livers three weeks post-injection, a timepoint when H3.3 KO was detectable (Fig. 4A), to compare the molecular consequences with HIRA deletion. PCA indicated that the control and H3.3 KO groups are distinctly separated (Suppl. Fig. 4E). RNA-sequencing identified 8,192 DEGs in H3.3 KO hepatocytes, substantially more than was observed in HIRA KO (617) (Fig. 4D). Gene Ontology analysis of upregulated transcripts revealed enrichment for ‘protein and peptide transport’, including ‘nuclear transport’, ‘RNA metabolic processes’ such as ‘mRNA splicing’, and pathways involved in ‘macromolecule metabolism’. In contrast, like HIRA KO, downregulated genes were predominantly associated with ‘metabolic processes’, particularly ‘lipid metabolic process’, ‘monocarboxylic acid metabolic process’, and ‘fatty acid metabolic process’ (Fig. 4D). IPA of upstream transcriptional regulators identified HNF4α as one of the most significantly inhibited factors, alongside other key metabolic transcription factors including PPARGC1A, and SIRT1 (Fig. 4E). Quantification of hepatocyte identity by GSVA analysis using the liver-specific gene signature demonstrated a significant reduction in the liver identity score in H3.3 KO animals (Fig. 4F), paralleling the phenotype observed in HIRA-deficient hepatocytes.

Direct comparison of the H3.3 KO and HIRA KO transcriptomes three weeks post KO revealed striking similarities. Venn diagram analysis showed 221 shared upregulated genes out of a total of 336 upregulated genes in HIRA KO (Fig. 4G). Out of the 281 downregulated transcripts in HIRA KO, 160 genes overlapped with H3.3 KO (Fig. 4G). Notably, this overlap was far greater than expected by chance. Directional overlap analysis showed that transcriptional changes induced by HIRA deletion and H3.3 loss were strongly concordant. Genes upregulated in both datasets (221; 2.4x over chance) and downregulated in both datasets (160; 2.5x over chance) were significantly enriched (Fig. 4H). In contrast, discordant gene regulation was rare and depleted: only 18 genes were down in H3.3 KO but up in HIRA KO, and 16 showed the opposite pattern (both 0.2x over chance, not significant; Fig. 4H). To further assess the directional concordance of expression changes, we plotted the log2 fold changes of all DEGs from the 3-week HIRA KO dataset against their corresponding expression changes in 3-week H3.3 KO livers. This analysis revealed a strong positive correlation (r = 0.732, Fig. 4I). In sum, although H3.3 KO triggered more severe phenotypic disruption than HIRA KO, the transcriptional changes at 3 weeks strongly phenocopied those of HIRA KO, indicating that the consequences of HIRA KO are likely mediated by a block to H3.3 deposition.

### Liver regeneration rescues the phenotypic consequences of HIRA loss through proliferation-dependent mechanisms

The data so far demonstrate that HIRA KO disrupts epigenetic maintenance and cell identity in non-proliferating hepatocytes. However, replication-coupled histone deposition during cell division could provide an alternative mechanism to restore chromatin integrity. Therefore, we set out to ask whether defects in epigenetic maintenance and cell identity caused by HIRA KO could be rescued by reactivation of cell proliferation. To do this, we induced acute hepatocyte proliferation by triggering liver regeneration via partial hepatectomy after KO of HIRA in adult mice. Mouse livers can nearly fully regenerate within 5-7 days, with Ki67 expression peaking around days 2-3 post-surgery^45^. Using the two already introduced approaches (Cre-mediated in HIRA^fl/fl^ and CRISPR-mediated in wildtype mice), we deleted HIRA in hepatocytes of 6-month-old mice, waited four weeks, induced regeneration by partial hepatectomy, and collected livers five days later (Fig. 5A). Indicative of effective regeneration, liver-to-body weight ratios had recovered five days after hepatectomy (Fig. 5B). Measuring the regenerating lobes specifically (right and caudate) showed the expected increase in lobe-to-body weight ratio after hepatectomy, confirming robust compensatory growth in both genotypes (Fig. 5C). Representative lobe images with and without regeneration are shown in Supplementary Fig. 5A. In these analyses, we detected no significant difference between extent of regeneration of control and HIRA KO livers, detected either by weight or appearance. We also confirmed by Western blot that HIRA levels were diminished in HIRA KO before and after liver regeneration, and that H3.3 was reduced in HIRA KO livers before regeneration (Fig. 5D, Suppl. Fig. 5B). Strikingly, after regeneration, H3.3 was strongly diminished in both control and KO livers, while total H3 remained stable (Fig. 5D). This was reflected in an increased ratio of total H3/ H3.3 in both control and HIRA KO after regeneration, suggesting replacement of H3.3 by canonical H3.1/2 (Fig. 5D, Suppl. Fig. 5B).

To extend this epigenetic analysis, we assessed whether regeneration restores epigenetic signatures at single-cell and spatial resolution using multiplex CODEX imaging with a 35-marker epigenetic panel supplemented with lineage markers (HNF4α for hepatocytes, CK19 for cholangiocytes, and CD45 for immune cells) (Fig. 5E-G; Suppl. Fig. 5C-F). Representative images show the cell-type markers together with selected chromatin and transcription marks (H3K27me3, H3K56ac, and RNA Pol II pS2) across genotypes and timepoints (Fig. 5E). Unsupervised clustering using the full marker set (cell identity, chromatin and transcription) resolved distinct cellular populations, visualized by UMAP embedding and marker dot plots (Suppl. Fig. 5C, D). Restricting analysis to hepatocytes (HNF4α+, CK19−, CD45−), we separated epigenetic features into (i) marks that were altered by HIRA loss before regeneration and shifted toward control levels after regeneration (“rescue markers”), (ii) marks that primarily changed with regeneration in both genotypes (“regeneration markers”), and (iii) marks that were largely stable (“no change”) (Suppl. Fig. 5E). The rescue markers are shown as a z-scored heatmap (Fig. 5F) and quantified as a composite rescue score, which showed a significant restoration in HIRA KO hepatocytes after regeneration (Fig. 5G). Finally, mapping the rescue score back into tissue space did not reveal an obvious zonation pattern, suggesting that the regeneration-associated epigenetic normalization we observe is broadly distributed (Suppl. Fig. 5F).

To determine whether replacement of H3.3 by H3.1/2 and the restoration of chromatin signatures captured by multiplex CODEX imaging were reflected at the transcriptional level, we performed RNA-seq from control and HIRA KO livers before and after regeneration. Samples separated appropriately by condition and timepoint using PCA (Suppl. Fig. 5G). Proliferation after hepatectomy was independently confirmed by enrichment of mitotic cell cycle gene sets in both control and HIRA KO livers (Suppl. Fig. 5H, I). We then focused on the 523 DEGs identified between control and HIRA KO livers prior to regeneration and tracked their expression after regeneration. These DEGs were clustered across conditions and classified according to their expression pattern: ‘Up’ or ‘Down’, according to increased or decreased expression in HIRA KO compared to control; ‘Rescued’, ‘Maintained’ or ‘Worsened’, according to the effect of regeneration on the difference between HIRA KO and control (Fig. 5H). For genes up in HIRA KO, many differences were reduced by regeneration (‘Rescued Up’), although this was largely due to increased expression in regenerating controls (Fig. 5H). However, consistent with the epigenetic analyses, regeneration broadly restored expression of many genes down in HIRA KO (‘Rescued Down’, Fig. 5H). Plotting the fold change of HIRA KO DEGs pre-regeneration against their corresponding fold change post-regeneration demonstrated that most DEGs showed reduced differences following regeneration, with the majority classified as rescued (Fig. 5I). Notably, this analysis also highlighted that a subset of genes remained persistently altered or diverged further (maintained and worsened) after regeneration, emphasizing that rescue is substantial but not uniform across all HIRA-sensitive transcripts (Fig. 5I). To contextualize which classes of genes were most affected, we compared expression distributions and found that rescued downregulated genes were significantly enriched for highly expressed liver genes compared to all detected genes and upregulated genes (Fig. 5J). Gene ontology analysis of the rescued downregulated cluster showed enrichment for core liver functional programs such as metabolic and biosynthetic processes, alongside immune-related terms including antigen processing and presentation of endogenous antigen (Fig. 5K).

Our data demonstrate that liver regeneration mitigates many of the epigenetic and transcriptional defects in HIRA KO livers, suggesting that replication-coupled histone incorporation may retroactively compensate, at least in part, for the absence of HIRA-mediated chromatin assembly.

## Discussion

Epigenetic drift has been proposed to drive tissue dysfunction during aging^46-48^. However, this model likely applies differently to proliferating and non-proliferating cells. A fundamental challenge in aging tissues is how postmitotic cells preserve chromatin integrity and cellular identity over time^49,50^. Even in non-proliferating cells, chromatin is dynamic and plastic, continually disassembled and re-assembled in association with transcription and DNA repair. While proliferating cells renew chromatin states during DNA replication largely through CAF-1-mediated deposition of canonical H3.1 and H3.2 histones, distribution of parental histones between daughter strands, and copying of histone and DNA modifications, postmitotic hepatocytes must maintain their chromatin landscape without DNA synthesis^51-53^. Our data show that HIRA-mediated, replication-independent H3.3 deposition fulfills this role, predominantly at highly expressed genes that require frequent nucleosome disassembly and reassembly during active transcription. Loss of HIRA leads to progressive chromatin deterioration, including changes in accessibility, DNA methylation, histone modifications, and ultimately results in transdifferentiation toward a cholangiocyte-like state. HIRA deletion accelerates epigenetic age and promotes fibrosis in an age-dependent manner, with young HIRA KO showing transcriptional changes but minimal pathology, whereas aged KOs develop severe fibrosis, suggesting that chromatin defects sensitize tissues to age-related insults.

Mechanistically, the preferential downregulation of highly expressed genes in HIRA KO hepatocytes suggests that these loci are particularly dependent on replication-independent H3.3 deposition to maintain chromatin integrity. Without HIRA, these loci are vulnerable to progressive chromatin deterioration, with consequences across multiple epigenetic layers, including altered histone modifications, aberrant DNA methylation, and changes in chromatin accessibility. In contrast, upregulated genes in HIRA KO livers likely represent secondary consequences of identity loss rather than direct targets of HIRA-mediated maintenance, consistent with the temporal dissociation between early transcriptional changes and the later emergence of fibrosis and transdifferentiation in aged knockouts. Collectively, this supports a model in which failed chromatin maintenance at identity genes leads to broad epigenetic erosion and ultimately lineage infidelity, underscoring that chromatin homeostasis is not a passive state but an active, ongoing requirement in terminally differentiated cells.

The tight coupling between hepatocyte identity loss and metabolic dysfunction in our model highlights the inseparable nature of cell-type specification and metabolic specialization in hepatocytes. This connection arises for multiple reasons. First, as the major metabolic organ, the liver's identity is largely defined by metabolic genes, and since HIRA preferentially maintains highly expressed hepatocyte identity genes, many of these are metabolic in nature. Second, chromatin state and metabolism form interdependent networks; chromatin structure influences metabolic gene expression, while metabolic intermediates, such as acetyl-CoA, serve as substrates for chromatin-modifying enzymes^54,55^. Thus, disruption of chromatin maintenance through HIRA loss simultaneously erodes both cellular identity and metabolic function.

The partial rescue of HIRA KO epigenome and transcriptome through liver regeneration demonstrates that chromatin states in differentiated cells retain plasticity and are not irreversibly determined. During the regeneration process, replication-coupled histone deposition appears capable of re-establishing much of the normal hepatocyte chromatin landscape, consistent with recent work by other groups^56-58^. This implies that cells retain sufficient epigenetic information to restore chromatin states when provided with appropriate cues such as DNA replication, supporting the concept of a retrievable "back-up copy" of epigenetic identity^7^. Analysis of epigenetic markers following regeneration revealed rescue of both activating and repressive histone modifications, suggesting that replication-coupled mechanisms can broadly restore the chromatin landscape. However, some transcriptional defects persist even after regeneration. The imperfect rescue likely reflects heterogeneity in the proliferative response, where some cells divide more extensively than others, and others may exit the cell cycle early after initial division. Time-course analysis of regeneration dynamics could provide further insight into how chromatin states are progressively restored and whether iterative rounds of replication are required for full epigenetic normalization.

The phenomenon of cell identity loss has recently been recognized as a common feature of various diseases and aging: Studies in cancer have shown that loss of lineage-specific transcription factor expression leads to dedifferentiation and metastatic potential^59,60^. Studies in diabetes have demonstrated that pancreatic beta cells lose their identity markers under metabolic stress^61,62^. Studies in neurodegenerative diseases show progressive loss of cell-type-specific gene expression programs^63^. Our findings suggest that defects in chromatin maintenance machinery can be a common upstream mechanism driving identity loss, and thus raise the questions of whether identity loss serves as a precursor to disease and whether reinforcing cell identity is a potential early intervention point before onset of irreversible pathology. If chromatin maintenance defects contribute to age-related tissue dysfunction, therapeutic approaches that protect cell identity warrant exploration. HNF4α, which is downregulated in both acute and chronic liver injury, represents a therapeutic target for enhancing liver function through identity restoration^64^. Indeed, proof-of-concept studies in liver disease have demonstrated that restoring the master hepatocyte transcription factor HNF4α via mRNA delivery in lipid nanoparticles can reverse fibrosis in preclinical models by re-establishing hepatocyte metabolic function and identity^65^. Beyond liver-directed approaches, transcription factor-based interventions building on pioneering reprogramming work offer additional avenues^66^. Recent cellular reprogramming studies show progressive epigenetic resetting, yet the mechanisms ensuring correct tissue-specific chromatin landscape re-establishment remain incompletely understood^67-69^. Our regeneration experiments suggest that cell division may help reset aberrant chromatin states. Understanding how cells navigate between plasticity during reprogramming and stability during differentiation will be crucial for developing safe therapeutic approaches.

A critical question emerging from this work concerns why aged livers still exhibit epigenetic erosion and identity loss despite HIRA's presence^45,70^. We hypothesize that age-related epigenetic damage may accumulate faster than HIRA can sustain chromatin stability. This is similar to how DNA damage accumulates with age when repair mechanisms can no longer keep pace with the rate of damage accrual^71^. It highlights a fundamental principle in aging biology: protective mechanisms that function effectively in youth become overwhelmed during aging when the rate of damage exceeds their maintenance capacity. However, several key mechanistic questions remain unresolved. Whether H3.3 functions primarily as a substrate for replication-independent deposition or plays a more instructive role through variant-specific properties remains an active area of investigation. Recent work has identified H3.3 Ser31 phosphorylation as a unique regulatory mechanism that modulates nucleosome dynamics and transcriptional responses, suggesting functional roles beyond deposition alone^72-74^. Notably, the more severe phenotype of H3.3 KO compared to HIRA KO implies that H3.3 has additional HIRA-independent functions, likely mediated in part through DAXX/ATRX-dependent deposition at heterochromatic regions and telomeres^11^. Another future goal is to determine if metabolic dysfunction and fibrosis can be separated from identity loss or represent inevitable consequences of hepatocyte dedifferentiation. Validating these findings beyond the liver and testing these phenomena in human tissues will be crucial, despite the challenges in obtaining suitable samples.

In conclusion, our work establishes that differentiated cell identity requires active chromatin maintenance during aging through HIRA-mediated H3.3 deposition. Loss of this maintenance allows chromatin dysregulation, metabolic dysfunction, and liver pathology. These findings reframe our understanding of how cell identity is preserved in adult tissues and show that active chromatin homeostasis over the lifespan is necessary to prevent tissue dysfunction. The partial reversibility of these defects through cell division offers an approach for regenerative interventions while highlighting the critical importance of dedicated chromatin maintenance mechanisms in postmitotic cells. As we develop therapeutic approaches for aging and regenerative medicine, maintaining proper cell identity through chromatin homeostasis may prove to be as important as replacing lost cells.

## Methods

### Antibodies

**Table:** 

Antibody	Source	Identifier	Application and dilution
HIRA	In house, described previously^17,19,33,75,76^	N/A	WB 1:1000
Histone H3.3	Active Motif	Cat# 91191, RRID:AB_2793796	WB 1:1000; C&T 1:50; IF 1:400
Histone H3	Abcam	Cat# ab1791, RRID:AB_302613	WB 1:1000
5-methylcytosine	Active Motif	Cat# 91187, RRID:AB_2793794	IF 1:200
N6-Methyladenosine (m6A)	Active Motif	Cat# 91261, RRID:AB_2892216	IF 1:400
Ago 1/2/3	Active Motif	Cat# 91217, RRID:AB_2793808	IF 1:400
CTCF	Active Motif	Cat# 91285, RRID:AB_3216313	IF 1:400
Histone H2A	Active Motif	Cat# 91325, RRID:AB_3216342	IF 1:400
Histone H3, C-terminal	Active Motif	Cat# 91299, RRID:AB_3216303	IF 1:400
Histone H3ac (panacetyl)	Active Motif	Cat# 91419, RRID:AB_3216321	IF 1:400
Histone H3K4me1	Active Motif	Cat# 91415, RRID:AB_3216297	IF 1:400
Histone H3K4me2	Active Motif	Cat# 91321, RRID:AB_3216329	IF 1:400
Histone H3K9me0	Active Motif	Cat# 91155, RRID:AB_2793790	IF 1:400
Histone H3K14ac	Active Motif	Cat# 91397, RRID:AB_3216370	IF 1:400
Histone H3K27ac	Active Motif	Cat# 91193, RRID:AB_2793797	C&T 1:50; IF 1:400
Histone H3K27me3	Active Motif	Cat# 91167, RRID:AB_2793791	IF 1:400
Histone H3K36me3	Active Motif	Cat# 91265, RRID:AB_2793825	C&T 1:50; IF 1:400
Histone H3K56ac	Active Motif	Cat# 91127, RRID:AB_2793784	IF 1:400
Histone H4K5ac	Active Motif	Cat# 91319, RRID:AB_3216327	IF 1:400
Histone H4K20me1	Active Motif	Cat# 91291, RRID:AB_3216320	IF 1:400
Histone H4K20me3	Active Motif	Cat# 91107, RRID:AB_2793777	IF 1:400
HP1α	Active Motif	Cat# 91405, RRID:AB_3216301	IF 1:400
HP1β	Active Motif	Cat# 91407, RRID:AB_3216363	IF 1:400
HP1γ	Active Motif	Cat# 91409, RRID:AB_3216316	IF 1:400
Lamin A/C	Active Motif	Cat# 91189, RRID:AB_2793795	IF 1:400
METTL3	Active Motif	Cat# 91333, RRID:AB_3216346	IF 1:400
RNA Pol II	Active Motif	Cat# 91151, RRID:AB_2793789	IF 1:400
RNA Pol II CTD phosphor Tyr1	Active Motif	Cat# 91219, RRID:AB_2793809	IF 1:400
RNA Pol II CTD phosphor Ser2	Active Motif	Cat# 91115, RRID:AB_2793780	IF 1:400
RNA Pol II CTD phosphor Ser5	Active Motif	Cat# 91119, RRID:AB_2793782	IF 1:400
Ubiquitin	Active Motif	Cat# 91257, RRID:AB_2793822	IF 1:400
Histone H2A.XS139ph	Active Motif	Cat# 91395, RRID:AB_3216368	IF 1:400
Histone H3S10ph	Active Motif	Cat# 91131, RRID:AB_2793785	IF 1:400
CD45.2	Biolegend	Cat# 109843, RRID:AB_2563751	IF 1:100
CK19	DSHB	Cat# TROMA-III, RRID:AB_2133570	IF 1:100
Cre	Cell Signaling	Cat# 15036T, RRID:AB_2798694	WB 1:1000; IF 1:100
Beta-catenin	Proteintech	Cat# 51067-2-AP, RRID:AB_2086128	IF 1:100
HNF4α	Abcam	Cat# ab181604, RRID:AB_2890918	IF 1:500
TdTomato	Cell Signaling	Cat# 20163, RRID:AB_3662938	IF 1:400

### Plasmids

**Table:** 

1	AAV-TBG-MCS_108bp (produced by Vector Builder)
2	AAV-TBG-PI-Cre (Addgene #107787)
3	pX602-AAV-TBG-SaCas9-U6-sgRosa26
4	pX602-AAV-TBG-SaCas9-U6-sgHIRA

### Cas9 guide RNA sequences

**Table:** 

sgRosa26	CTCGATGGAAAATACTCCGAG
sgHIRA	GCTCTTGCCATAGGTAGACTG

### Mice

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Sanford Burnham Prebys Medical Discovery Institute. Animal experiments were performed at Sanford Burnham Prebys Medical Discovery Institute Animal Facility in compliance with the IACUC guidelines. The studies performed within this manuscript were performed with all relevant ethical regulations regarding animal research. Young and old C57BL/6J animals were obtained from the NIA aging colony housed at Charles Rivers. HIRA^fl/fl^, H3f3a^fl/fl^ H3f3b^fl/fl^, LSL-tdTomato mice were all previously generated and described^33,43,77^. Mice were genotyped both by PCR analysis and Transnetyx (www.transnetyx.com). Animals were housed 5 mice per cage and maintained under controlled temperature (22.5°C) and illumination (12h dark/light cycle) conditions. Teklad Global 18% Protein Rodent diet was provided ad libitum.

### Western blot

Snap-frozen liver tissues were lysed using a bead tube homogenizer in SDS sample buffer (62.5 mM Tris at pH 6.8, 0.01% bromophenol blue, 10% glycerol, and 2% SDS) supplemented with protease and phosphatase inhibitor. To further reduce genomic DNA contamination and other debris, samples were sonicated and subsequently centrifuged (15,000 x g, 10 min, 4°C) to pellet insoluble material. Next, lysates were incubated at 95°C for 5 min. The proteins were then separated on precast protein gels (4-20% Mini-PROTEAN^®^ TGX^™^) and transferred onto nitrocellulose membranes. Ponceau S stain was taken.

To detect the proteins of interest, membranes were blocked for 1 h in 5% non-fat milk supplemented with 0.1% Tween 20 (TBST) and were then incubated overnight at 4 °C with primary antibodies. Primary antibodies were diluted in blocking solution. After 3x washing in TBS Tween, the membranes were incubated for 1 h with the corresponding secondary antibody conjugated with horseradish peroxidase. After another 3x washing steps with TBS Tween, the signal was detected using either SuperSignal^™^ West Pico or Femto^™^ Substrate (Thermo Scientific) and a BioRad ChemiDoc^™^. Densitometry was performed using ImageJ software. Blots were quantified by normalizing to Ponceau S. All information regarding the antibodies used is provided in the supplemental information.

### Immunofluorescence

Liver tissues were fixated for 24 h at room temperature with 10% Neutral Buffered Formalin. Following fixation, the tissues were paraffin embedded and sectioned into 5 μm sections. Sections were deparaffinized with 2x 5 min washes in xylene and rehydrated through graded ethanol to water (3 min 95% Ethanol, 3 min 90% Ethanol, 3 min 70% Ethanol, 2 min 50% Ethanol). Antigen retrieval was performed in citrate buffer pH 6.0 using a steamer for 30 min, followed by cooling to room temperature and 15 min permeabilization in 0.05% Triton X-100 PBS. Next, the tissues were blocked in 4% BSA, 1% goat serum and 1% FBS at room temperature for 2 h. After blocking, the sections were incubated with primary antibodies in blocking buffer overnight at 4°C, washed three times with PBS + 1% Triton X-100 and then incubated with secondary antibodies in blocking buffer for 1 h at room temperature. After another three washes with PBS + 1% Triton X-100, Vector TrueVIEW^®^ Autofluorescence Quenching Kit was used according to manufacturer’s protocol. DAPI was applied at 5 μg/ml for 10 min and subsequently washed 3x in PBS before coverslips were mounted in Fluoromount-G^™^. Images were taken using a Nikon Eclipse Ti2 epifluorescence microscope and data were processed with Nikon NIS-Elements software.

### Liver regeneration

70% partial hepatectomy (PHx) was conducted according to the protocol described by Mitchell and Willenbring^78^. Briefly, the left lateral and median lobes were surgically resected and collected as baseline ("before regeneration") tissue. Mice were allowed to recover for five days post-surgery, after which they were euthanized via carbon dioxide inhalation followed by cervical dislocation. Regenerated liver tissue was harvested and either snap-frozen in liquid nitrogen, OCT (Tissue-Tek) embedded, or fixed and processed for paraffin embedding. To minimize variability associated with circadian influences on hepatocyte proliferation, all surgical procedures were performed during the morning hours.

### SaCas9 sgRNA design and validation

Single guide RNAs (sgRNAs) targeting genes of interest were designed using the CRISPick algorithm against the mouse reference genome GRCm38 (Ensembl v.102). Selected sgRNA sequences were cloned into the pX602-AAV-TBG::NLS-SaCas9-NLS-HA-OLLAS-bGHpA;U6::BsaI-sgRNA vector and transformed into NEB Stable competent *E. coli*. Successful sgRNA insertion was confirmed by Sanger sequencing of bacterial colonies (Genewiz) using a universal U6 promoter primer (5'-GACTATCATATGCTTACCGT-3'). To verify editing efficiency *in-vivo*, genomic DNA was isolated from mouse liver tissue using the Monarch Genomic DNA Purification Kit. A ~500 bp region flanking the predicted sgRNA cut site was amplified by PCR with 100 ng of template gDNA and 1 μL of 100 μM forward and reverse primers. Amplicons were purified with the QIAquick PCR Purification Kit and then sequenced (Genewiz). Indel frequencies and knockout efficiency were quantified using Inference of CRISPR Edits (ICE) analysis (Synthego ICE v3.0).

### AAV production

Recombinant adeno-associated virus (rAAV) was produced at large scale by the SBP Functional Genomics Core Facility. HEK-293T cells were co-transfected with the rAAV vector, RepCap8, and pHelper plasmids using polyethylenimine. 96 h post-transfection, viral particles were collected from the culture supernatant by polyethylene glycol precipitation and from cell pellets by sonication, followed by benzonase digestion. Viral particles were then purified via iodixanol density gradient ultracentrifugation. The rAAV-containing fraction was collected, buffer-exchanged into PBS, aliquoted, and stored at −80 °C. Viral titers were quantified by SYBR Green qPCR. Virus suspension was injected at a dose of 3.33 x 10^11^ viral genomes per mouse in 100 μl sterile PBS retro-orbitally.

### CosMx

The median lobe was harvested, fixed in 10% Neutral Buffered Formalin and processed for paraffin embedding. The 1000-plex Mouse Universal Cell Characterization RNA Panel was applied to 5 μm sections, and spatial profiling was conducted by Bruker Spatial Biology (Seattle, WA). Files were processed using Seurat (v4.9.9.9050). Three biological replicates were analyzed, with 7-9 fields of view (FOVs) per tissue. All cells within these FOVs were combined to create a composite for analysis. Cells with total counts below 20 or with an area greater than five times the geometric mean were excluded from downstream analysis. Filtered samples were normalized using SCTransform (v0.3.5) with a clip range of −10 to 10, and batch-integrated using Harmony (v1.2.3). Cell type annotations were assigned based on the top 5 genes identified through unbiased cluster-specific gene expression analysis, ranked by log2 fold change. Annotations were validated using established liver cell type markers: hepatocytes (*Apoa1*, *Glul*, *Serpina1a*, *Apoe*), cholangiocytes (*Spp1*, *Krt19*, *Epcam*, *Sox9*), hepatic stellate cells (*Dcn*, *Bmp5*, *Col1a1*, *Col1a2*), Kupffer cells (*Cd5l*, *Cd74*, *C1qa*, *C1qb*), endothelial cells (*Lyve1*), T cells (*Cd2*, *Cd3d*, *Cd3g*), NK cells (*Stat4*, *Nkg7*), B cells (*Cd79a*), and pan-immune cells (*Ptprc*). Neighborhood was defined as the 20 nearest neighbors of cholangiocytes.

### Multiplex Immunofluorescence (CODEX)

Liver tissues collected before and after regeneration were embedded in OCT and rapidly frozen by immersion in liquid nitrogen-cooled isopentane. Tissue blocks were stored at −80 °C until sectioning. Cryosections (8 μm) were prepared, stained, and imaged using the Akoya Biosciences Phenocycler system as previously described^79^. Epigenetic antibodies (Active Motif AbFlex) and cell type markers were conjugated to unique DNA barcodes for multiplexed detection with copper-free click chemistry by DBCO addition to the antibody and SPAAC reaction with an azide-conjugated DNA oligonucleotide^80^. DBCO introduction was achieved via Sortase enzymatic reaction of the AbFlex antibodies (bearing Sortase recognition sequence) with poly Gly probe comprising three DBCO moieties. This approach allows site specific (to Fc region of AbFlex) conjugation of multiple SPAAC counterparts followed by reaction with azide modified oligonucleotides (Sortag-IT 3X DBCO Click Labeling kit).

Multiplex images were processed using CRISP (Convolutional Registration of Images with Subpixel Precision) for tile alignment, drift compensation, deconvolution, and stitching^79^. Background autofluorescence was subtracted using blank cycles imaged at the beginning and end of each run. Cells were segmented using InstanSeg^81^ optimized for CRISP output, and per-cell staining intensities were quantified and preprocessed using HFcluster for downstream analysis in Scanpy.

### RNA-seq

Total RNA was extracted using TRIzol and the Direct-zol RNA MiniPrep Plus kit (Zymo Research). RNA integrity was assessed on an Agilent TapeStation. Poly-A-selected RNA-seq libraries were prepared by the SBP Medical Discovery Institute Genomics Core following standard Illumina protocols and sequenced on the Element Biosciences Aviti platform to a depth of approximately 30 million reads per sample.

Raw sequencing reads were quality-assessed using FastQC (v0.11.8), and adaptor sequences were trimmed with Trim Galore (v0.4.4) where necessary. Reads were aligned to the mm10 reference genome using STAR (v2.5.3a), and gene-level counts were generated using HOMER's analyzeRepeats.pl script. Differential expression analysis was performed using DESeq2 (v1.30.0). Genes with fewer than 10 total raw counts across all samples were excluded prior to normalization. Differentially expressed genes were defined as those with an absolute log2 fold change greater than 1 and an FDR-adjusted p-value < 0.05. GO analysis for RNA-seq was performed using ShinyGO^82^, REVIGO^83^, and Metascape^84^. Upstream regulator analysis was performed using Ingenuity Pathway Analysis (IPA) and filtered to include only transcription factors.

### ATAC-seq

Assay for transposase-accessible chromatin sequencing (ATAC-seq) was performed using the Active Motif ATAC-seq kit. Briefly, 100,000 freshly isolated nuclei were tagmented as previously described^85^, followed by library generation and purification. Libraries were sequenced on the Element Biosciences Aviti platform at the SBP Medical Discovery Institute Genomics Core.

Sequencing reads were trimmed and aligned to the mouse genome (mm10) using Bowtie2, with mitochondrial reads discarded. Multi-mapping and duplicate reads were removed, and alignments were shifted using Deeptools alignmentSieve (v3.4.3). Peaks were called using MACS2 (v2.2.9.1), and reproducible peaks across replicates (n=2) were identified using IDR (v2.0.4.2). Condition-specific peak sets were merged using bedtools (v2.29.2), excluding ENCODE blacklisted regions, yielding 75,164 consensus peaks. Peaks were annotated using HOMER annotatePeaks.pl. The fraction of reads in peaks (FRiP) scores was used to normalize signal tracks. Differential chromatin accessibility was assessed using edgeR (v3.38.4), and profile plots were generated using Deeptools.

### Cut&Tag

Cleavage Under Targets and Tagmentation (CUT&Tag) was performed using the Active Motif CUT&Tag-IT Assay Kit^86^. Nuclei were isolated from mouse liver tissue using Miltenyi gentleMACS C-tubes. For each reaction, 300,000 nuclei were used. CUT&Tag was performed following the manufacturer's instructions. Library quality and fragment size distribution were assessed on an Agilent TapeStation prior to sequencing. Libraries were sequenced on the Element Biosciences Aviti platform at the SBP Medical Discovery Institute Genomics Core.

Paired-end reads were aligned to the mouse genome (mm10) using Bowtie2. For normalization, reads were separately aligned to the *Escherichia coli* genome. Aligned reads were filtered to remove unmapped reads and converted to fragment BED files. Peaks were called using MACS2 (v2.2.9.1). Normalized signal tracks (bedGraph/bigWig) were generated using the scaling factors. Heatmaps and profile plots were generated using deepTools computeMatrix and plotHeatmap.

### Histology and stainings

Tissues were processed for paraffin embedding and sectioned at 5 μm thickness by the Histology Core Facility at Sanford Burnham Prebys Medical Discovery Institute. Sections were mounted on glass slides, dried at 58°C for 1 h, deparaffinized, and rehydrated through a graded alcohol series. Hematoxylin and eosin (H&E) staining was performed using a Leica Autostainer XL (Leica Microsystems). For collagen detection, Picro-Sirius Red staining was performed on FFPE sections by incubating in Picro-Sirius Red solution (0.1% Sirius Red in saturated picric acid) for 1 h, followed by washes in acidified water, dehydration, and mounting.

### Targeted quantification of cholesterol and cholesteryl esters

Cholesterol (Cho) and cholesteryl esters (ChEs) were quantified by targeted liquid chromatography-mass spectrometry (LC-MS) performed by the Salk Institute Mass Spectrometry Core Facility. Lipids were extracted from liver samples using a modified Bligh-Dyer method. Briefly, samples were homogenized in PBS and extracted with methanol and chloroform containing internal standards (d7-cholesterol). The organic phase was collected, dried under nitrogen, and reconstituted in chloroform:methanol (2:1) for analysis. Samples were analyzed on a Vanquish HPLC coupled to a Q-Exactive quadrupole-orbitrap mass spectrometer equipped with electrospray ionization (Thermo Fisher Scientific). Chromatographic separation was achieved using a C4 column with a gradient of aqueous and isopropanol-based mobile phases. Data were acquired in positive and negative ionization modes using data-dependent MS/MS acquisition. Cho and individual ChE species were identified and quantified by targeted peak integration, with results normalized to internal standards and sample input.

### Blood Chemistry Analysis

Blood was collected via retroorbital bleeding into lithium heparin-coated tubes. Whole blood (100 μL) was loaded into VetScan Mammalian Liver Profile reagent rotors (Zoetis) and analyzed on a VetScan VS2 Chemistry Analyzer within 60 min of collection.

### DNA methylation array

Genomic DNA was extracted using the Monarch Genomic DNA Purification Kit (New England BioLabs). DNA quality and concentration were assessed by TapeStation analysis at the UCSD Institute for Genomic Medicine (IGM) Genomics Core. Samples were processed on the Infinium Mouse Methylation BeadChip (Illumina) according to the manufacturer's instructions and scanned on an Illumina iScan system.

Methylation array data were processed using SeSAMe (v1.18.4). CpG probes present in only one experimental group were excluded prior to analysis. Differentially methylated loci were defined as those with a Benjamini-Hochberg adjusted p-value < 0.05.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

- SupplTables.docx
- SupplementaryFigures.docx

## Figures and Tables

**Figure 1:**
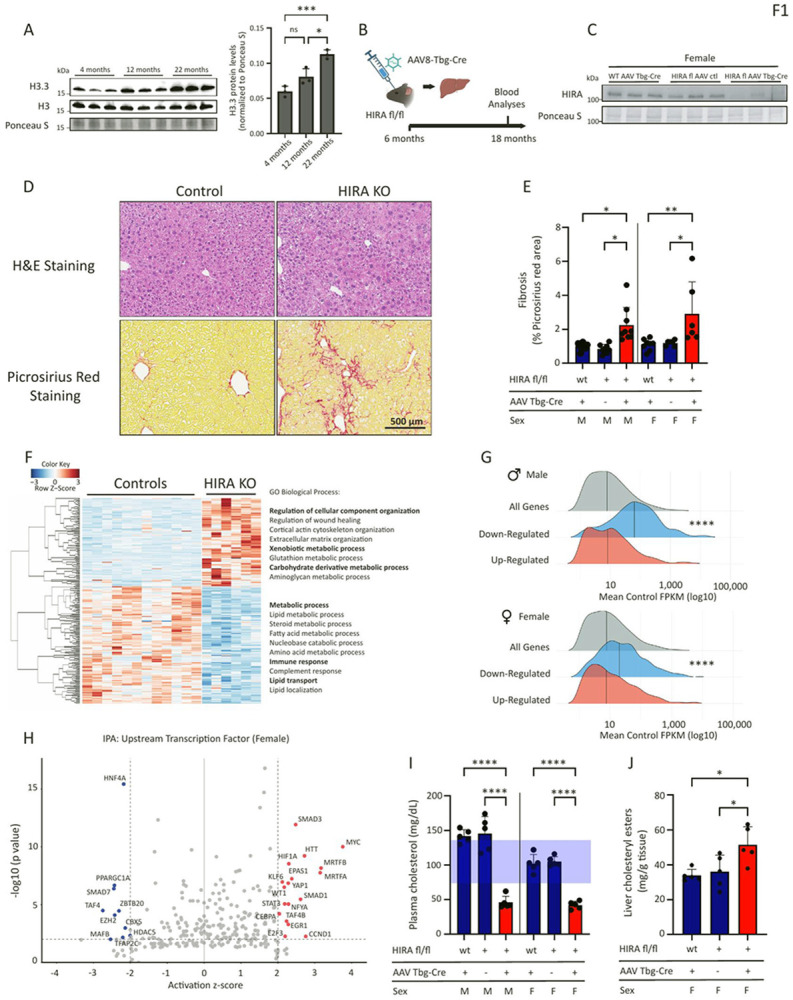
Hepatocyte-specific HIRA deletion results in fibrosis, metabolic dysregulation, and an altered transcriptome, particularly affecting highly expressed HNF4α target genes A. Western blot analysis of HIRA, H3.3, and total H3 of liver lysates from ~4, 12, and 22-month-old female mice, with quantification. Ponceau S staining was used as loading control. n = 3 per age group. B. Graphical representation of the experimental design for hepatocyte-specific HIRA deletion. C. Representative western blot demonstrating HIRA depletion in liver lysates from control and HIRA KO female mice. Ponceau S staining was used as loading control. n = 8 (WT AAV Tbg-Cre); n = 6 (HIRA^fl/fl^ AAV ctl, HIRA^fl/fl^ AAV Tbg-Cre). D. Representative hematoxylin and eosin (H&E) and picrosirius red stainings of liver section from control and HIRA KO mice. Scale bar, 500 μm. E. Quantification of picrosirius red positive area. Male mice: n = 9 (WT AAV Tbg-Cre, HIRA^fl/fl^ AAV Tbg-Cre); n = 8 (HIRA^fl/fl^ AAV ctl), Female mice: n = 8 (WT AAV Tbg-Cre); n = 6 (HIRA^fl/fl^ AAV ctl, HIRA^fl/fl^ AAV Tbg-Cre). F. Heatmap of RNA-seq data comparing male and female controls (WT AAV Tbg-Cre, HIRA^fl/fl^ AAV ctl) with HIRA KO (HIRA^fl/fl^ AAV Tbg-Cre) mice. n = 3 per group. G. Ridgeline plot illustrating expression distribution of all expressed genes compared to significantly up- and down-regulated genes. H. Ingenuity Pathway Analysis (IPA) showing top predicted upstream transcription factors regulating differentially expressed genes (DEGs) in control versus HIRA KO mice. I. Plasma cholesterol levels in control and HIRA KO mice. n = 5. J. Liver choleteryl esters normalized to tissue weight from control and HIRA KO mice. n = 5. Data are presented as means ± SEM. Statistical significance was determined by one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, except for (G), where the Wilcoxon rank-sum test (Mann-Whitney U test) was used. Asterisk (*) indicates p < 0.05, (**) p < 0.01, (***) p< 0.001, (****) p < 0.0001.

**Figure 2:**
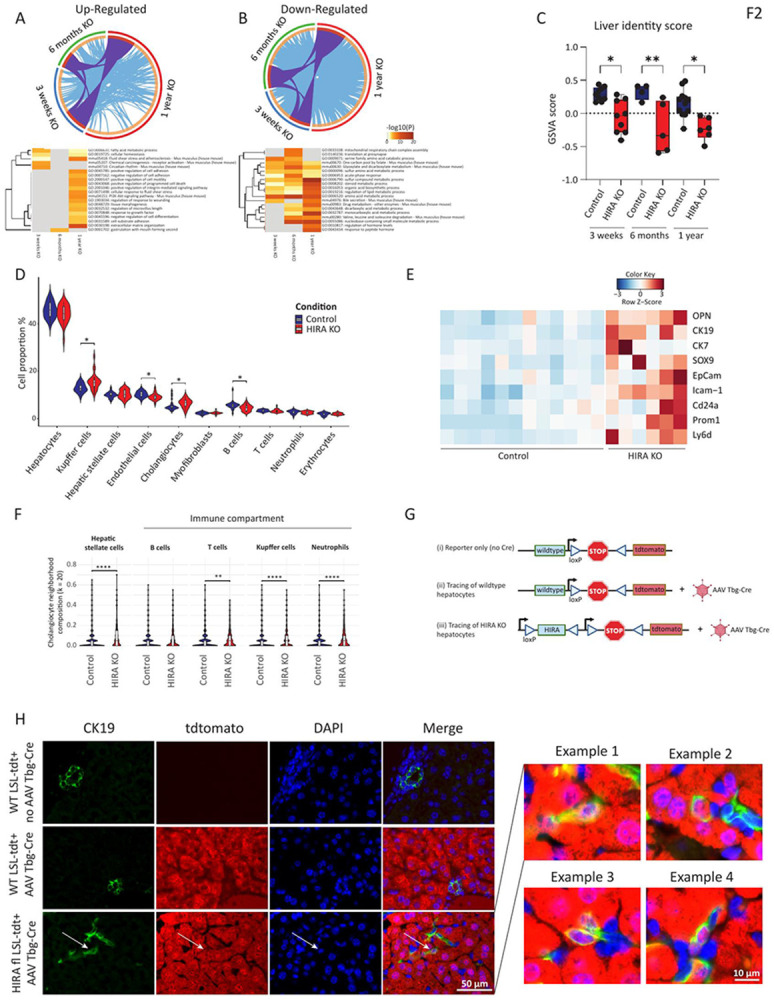
HIRA loss causes erosion of hepatocyte identity and trans-differentiation A, B. Metascape analysis reveals gene overlap and shared gene ontology (GO) terms among DEGs from female HIRA KO datasets at 3 weeks (CRISPR), 6 months (CRISPR), and 1 year (Cre). Purple curves connect identical genes across datasets; blue curves connect genes enriched within the same ontology term. n = 5 (3-week and 6-month KO); n = 3 (1-year KO). C. Gene set variation analysis (GSVA) of 85 liver identity genes in control and HIRA KO mice across time points. n = 5 (3-week and 6-month KO); n = 6 (1-year KO). D. Relative abundance of cell populations in control (WT AAV Tbg-Cre) and HIRA KO (HIRAfl/fl AAV Tbg-Cre) liver sections as determined by CosMX spatial transcriptomics analysis. n = 3 per group. E. Heatmap of classical biliary lineage marker expression from RNA-seq analysis comparing male and female controls (WT AAV Tbg-Cre, HIRA^fl/fl^ AAV ctl) with HIRA KO (HIRA^fl/fl^ AAV Tbg-Cre) mice. n = 3 per group. F. Spatial neighborhood analysis of cholangiocytes (k = 20 nearest neighbors) in control and HIRA KO liver sections, showing the relative abundance of hepatic stellate cells, B cells, T cells, Kupffer cells, and neutrophils within the cholangiocyte microenvironment. n = 3 per group. G. Schematic illustrating hepatocyte lineage tracing strategy. AAV-Tbg-Cre was used to induce hepatocyte-specific recombination of the Rosa26-LSL-tdTomato reporter, with or without HIRA deletion. H. Lineage tracing liver sections from control WT LSL-tdTomato without virus injection, WT LSL-tdTomato with AAV Tbg-Cre injection and HIRA KO HIRAfl/fl LSL-tdTomato with AAV Tbg-Cre injection male mice were analyzed by immunofluorescence microscopy. Sections were stained with DAPI, tdTomato and CK19 antibodies. Scale bar, 50 μm for the overview images, 10 μm for the individual examples. Data are presented as means ± SEM. Statistical significance for C was determined by one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test. For D and G, the Wilcoxon rank-sum test was used. Asterisk (*) indicates p < 0.05, (**) p < 0.01, (***) p< 0.001, (****) p < 0.0001.

**Figure 3:**
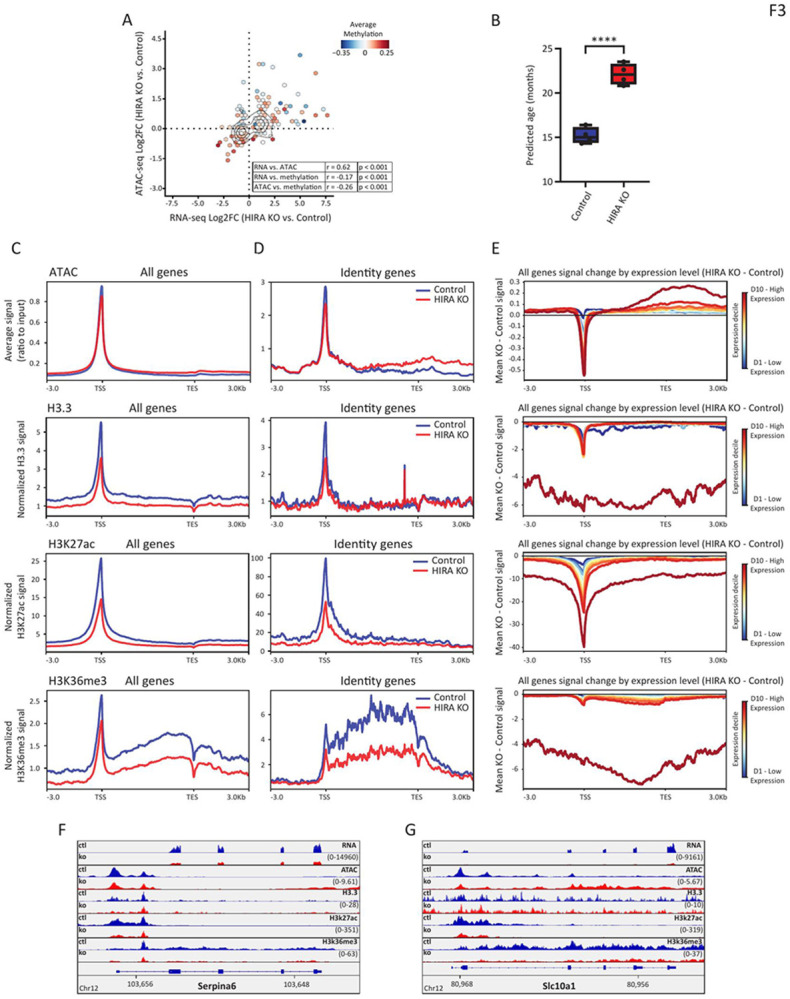
HIRA preserves chromatin integrity and epigenetic age A. Hexbin plot of RNA-seq (log2 fold change) versus ATAC-seq (log2 fold change) for DEGs, colored by average DNA methylation change at each bin. All DEGs from the 1-year HIRA KO bulk RNA-seq dataset (Fig. 1) are plotted. n = 3 per group for the RNA-seq, n = 2 per group for the ATAC-seq, n = 4 per group for the DNA methylation array. B. Epigenetic age prediction using the Zhou347 DNA methylation-based clock in control and HIRA KO livers. n = 4 per group. C. Metaplots of ATAC-seq, H3.3, H3K27ac, and H3K36me3 CUT&Tag signal across all protein-coding genes (TSS to TES ± 3.0 Kb) in control and HIRA KO livers. Signal is shown as average ratio to input (ATAC) or normalized signal (CUT&Tag). n = 2 per group (ATAC), n = 3 per group (CUT&Tag). D. Metaplots of ATAC-seq, H3.3, H3K27ac, and H3K36me3 CUT&Tag signal at liver identity genes (TSS to TES ± 3.0 Kb) in control and HIRA KO livers. n = 2 per group (ATAC), n = 3 per group (CUT&Tag). E. Mean signal change (HIRA KO - control) for ATAC-seq, H3.3, H3K27ac, and H3K36me3 across all protein-coding genes (TSS to TES ± 3.0 Kb), grouped by expression deciles (D1, lowest; D10, highest). n = 2 per group (ATAC), n = 3 per group (CUT&Tag). F., G. Representative genome browser tracks at liver identity gene loci (Serpina6, Slc10a1) showing RNA-seq, ATAC-seq, H3.3, H3K27ac, and H3K36me3 signals in control and HIRA KO livers. Data are presented as means ± SEM. Statistical significance was determined by Pearson correlation (A) or unpaired Student’s t-test (B). Asterisk (*) indicates p < 0.05, (**) p < 0.01, (***) p< 0.001, (****) p < 0.0001.

**Figure 4:**
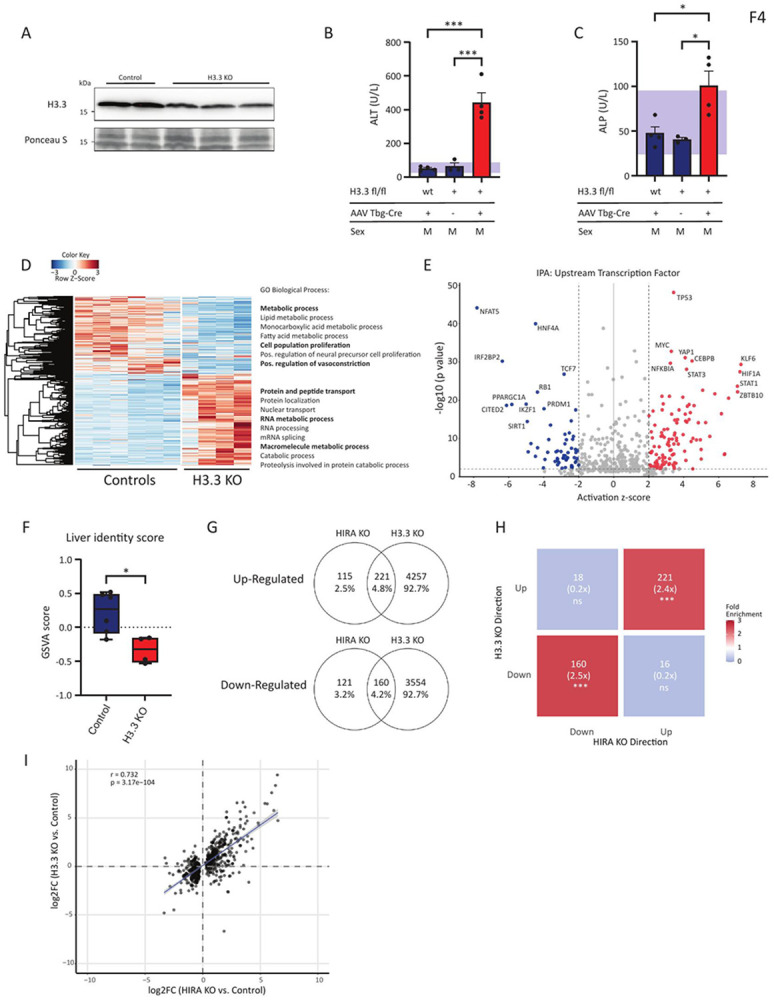
H3.3 knockout recapitulates HIRA-dependent gene expression changes but triggers acute hepatotoxicity A. Representative western blot showing H3.3 protein levels in liver lysates from control and H3.3 KO male mice 3 weeks post-knockout. Ponceau S staining served as loading control. n = 3 (WT AAV Tbg-Cre, H3f3a^fl/fl^ H3f3b^fl/fl^ AAV ctl); n = 4 (H3f3a^fl/fl^ H3f3b^fl/fl^ AAV Tbg-Cre). B. Plasma alanine aminotransferase (ALT) and C. alkaline phosphatase (ALP) levels in control and H3.3 KO mice. D. Heatmap of DEGs from RNA-seq analysis comparing male controls with H3.3 KO mice. n = 3 (controls); n = 4 (HIRA KO). E. IPA showing top predicted upstream transcription factors regulating DEGs in control versus H3.3 KO mice. F. Gene set variation analysis (GSVA) of 85 liver identity genes in control and H3.3 KO mice. G. Venn diagrams showing the overlap of the DEGs in HIRA KO vs. H3.3 KO mice. H. Contingency analysis of DEGs shared between HIRA KO and H3.3 KO livers. Heatmap displays fold enrichment over expected overlap by chance for genes categorized by their direction of change in each knockout condition. Numbers indicate the count of overlapping genes, with fold enrichment shown in parentheses. I. Correlation between change in gene expression as a function of HIRA KO and change in gene expression as a function of H3.3 KO, among 523 DEGs with HIRA KO. n = 5 (HIRA KO); n = 3 (H3.3 controls); n = 4 (H3.3 KO). Data are presented as means ± SEM. Statistical significance was determined by one-way ANOVA with Tukey's multiple comparisons test (B, C), unpaired Student’s t-test (F), Fisher's exact test (H), or simple linear regression (I). Asterisk (*) indicates p < 0.05, (**) p < 0.01, (***) p< 0.001, (****) p < 0.0001.

**Figure 5:**
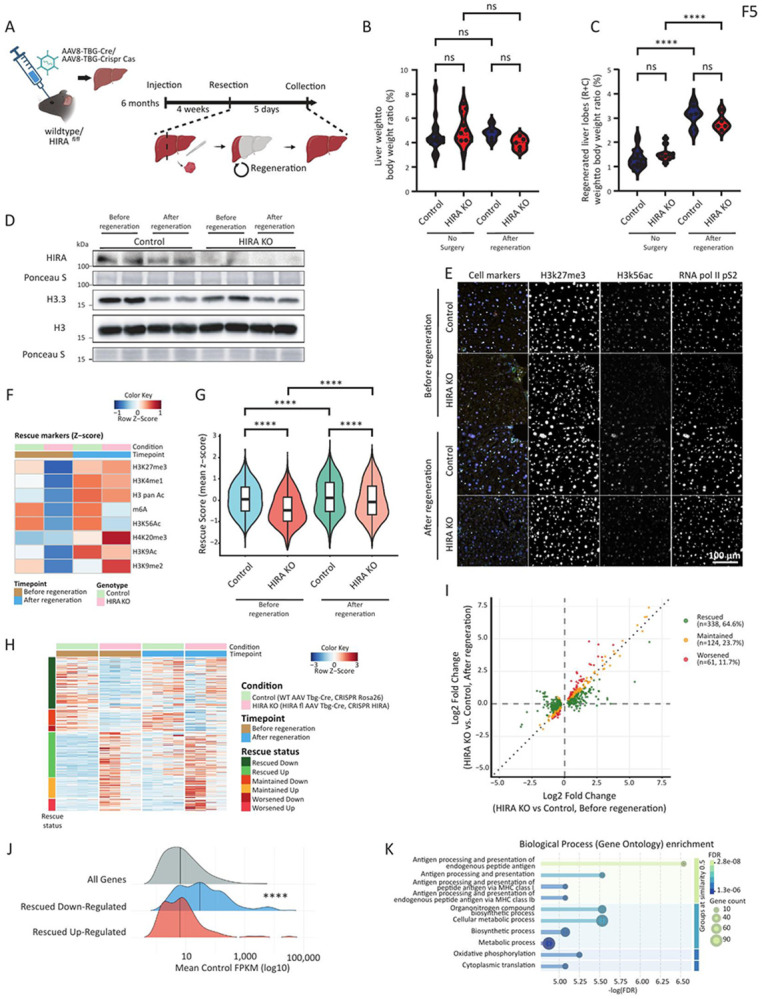
Liver regeneration rescues the phenotypic consequences of HIRA loss through proliferation-dependent mechanisms A. Graphical representation of the experimental design for hepatectomy-induced liver regeneration. B. Liver weight to body weight ratio of control and HIRA KO liver without surgery and after regeneration. n = 17 (control without surgery); n = 12 (HIRA KO without surgery); n = 8 (control after regeneration); n = 5 (HIRA KO after regeneration). C. Regenerated liver lobes (right (R) and caudate (C) lobes) weight to body weight ratio without surgery and after regeneration. D. Representative western blot showing HIRA, H3.3 and total H3 protein levels in liver lysates from control and HIRA KO male mice before and after regeneration. Ponceau S staining served as loading control. E. Representative CODEX multiplex immunofluorescence images of liver tissue from control and HIRA KO mice before and after partial hepatectomy-induced regeneration. Lineage markers (HNF4α (red), hepatocytes; CK19 (green), cholangiocytes; CD45 (yellow), immune cells) are shown with DAPI (blue; nuclei) and β-catenin (white; membrane). Grayscale panels show H3K27me3, H3K56ac, and RNA Pol II pS2. Scale bar, 100 μm. F. Z-scored heatmap of rescue markers in hepatocytes (HNF4α^+^, CK19^−^, CD45^−^; n = 194 165 cells) across conditions and timepoints. Rescue markers represent epigenetic modifications that were altered by HIRA loss and shifted toward control levels after regeneration. G. Quantification of composite rescue score (mean z-score of rescue markers) in hepatocytes from control and HIRA KO livers before and after regeneration. H. Heatmap of RNA-seq data comparing male control (WT AAV Tbg-Cre, WT AAV CRISPR Rosa26) with HIRA KO (HIRA^fl/fl^ AAV Tbg-Cre, WT AAV CRISPR HIRA) mice before and after regeneration. The DEGs comparing control and HIRA KO samples before regeneration are presented and subsequently clustered based on their rescue status after regeneration. Genes exhibiting more than 20% upregulation (control versus HIRA KO after regeneration) following initial downregulation, or genes showing more than 20% downregulation after initial upregulation, were classified as rescued. n = 4 per group (2 mice per knockout approach). I. Correlation between change in gene expression as a function of HIRA KO before regeneration and change in gene expression as a function of HIRA KO after regeneration, among 523 DEGs with HIRA KO. J. Ridgeline plot illustrating expression distribution of all expressed genes compared to the rescued significantly up- and down-regulated DEGs. K. Gene Ontology (GO) Biological Process enrichment analysis of downregulated rescued genes. Top 10 enriched terms are shown, sorted by -log(FDR) and grouped by semantic similarity (≥0.5). Dot size represents gene count; color indicates FDR. Data are presented as means ± SEM. Statistical significance was determined by two-way ANOVA with Tukey’s multiple comparisons test (B, C, G), or Wilcoxon rank-sum test (Mann-Whitney U test) (J). Asterisk (*) indicates p < 0.05, (**) p < 0.01, (***) p< 0.001, (****) p < 0.0001.

## Data Availability

All datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the following accession numbers: GSE324284: Bulk RNA-seq of liver tissues from hepatocyte-specific HIRA KO and control mice 1 year after AAV injections. GSE324372: Bulk RNA-seq of liver tissues from hepatocyte-specific HIRA KO and control mice 3 weeks and 6 months after AAV injections. GSE324282: Bulk RNA-seq of liver tissues from hepatocyte-specific H3.3 KO and control mice 3 weeks after AAV injections. GSE324371: Bulk RNA-seq of liver tissues from hepatocyte-specific HIRA KO and control mice before and after hepatectomy. GSE324650: CosMx of liver tissues from hepatocyte-specific HIRA KO and control mice 1 year after AAV injections. GSE324614: Bulk ATAC-seq of liver tissues from hepatocyte-specific HIRA KO and control mice 1 year after AAV injections. GSE324613: Methylation array of liver tissues from hepatocyte-specific HIRA KO and control mice 1 year after AAV injections. GSE324042: Cut&Tag of liver tissues from hepatocyte-specific H3.3 KO and control mice 3 weeks after AAV injection (validation). GSE324283: Cut&Tag of liver tissues from hepatocyte-specific HIRA KO and control mice 1 year after AAV injections.

How the deposited data were processed for this re-analysis (not part of the article)

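Whole-liver RNA from 18 mice was analysed, in 6 groups of 3: HIRA KO, HIRA fl/fl AAV ctl and WT AAV Tbg-Cre, each in males and in females. The group, sex and replicate number of each library were taken from the submitters' sample labels and the paper, and every column of the count table was matched to its sample by name, with 0 columns left unmatched. The other timepoints and assays of the paper are not analysed here.

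The authors extracted RNA with TRIzol, selected poly-A RNA, trimmed the reads with Trim Galore, aligned them to mm10 with STAR and counted them on genes with HOMER. The deposited counts are whole numbers of reads per gene, without normalization. The paper's text does not name whether the counting used the strand, so overlapping and antisense genes are uncertain, as are close paralogs. The authors also deposited FPKM values, which scale the counts by library size and gene length, and the paper's text does not name the tool that made them. Of the FPKM cells 584711 were blank and were read as 0, and 11808 of these had counts above 0. Another 66810 FPKM cells were above 0 where the count was 0. The FPKM values were used for expression levels and, as log2(FPKM + 1), for alternatives of the PCA and the scores. No count test was run on them.

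The total counts per mouse, given with the experiment, set the precision. A group whose libraries all have 3 counts or fewer for a gene is at the limit of detection, and folds against it are lower bounds computed against 3 counts. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates within a group differed by more than sampling noise, with a chi-square per gene from 19.0 to 84.5.

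The counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization and the quasi-likelihood test. All 18 mice entered a model with 4 group means, HIRA KO and control in each sex, with both control types pooled. HIRA KO was compared with control in males, in females and as the mean of both sexes, and the difference between the sexes was tested as an interaction. The control types were compared with each other in a model with 6 group means. Genes with at least 10 counts in total were tested, and DEGs had an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. The paper used DESeq2, and its text does not name which samples entered each fit. Log2 CPM used a prior count of 2. Scores were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with GSVA written anew, and were compared by two-sided exact permutation tests. Expression levels of gene sets were compared by two-sided permutation tests with 100000 resamples. The 31 gene lists were tested among DEGs with Fisher's exact test, and with camera from limma 3.58.1. Figures were drawn with matplotlib 3.10.9.

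Both count tools were tested on simulated data with 23512 genes, of which 200 had a log2 fold change of 1.5 in either direction. Over both sexes edgeR recovered 88.5% of these, with 6 false calls among 183, and DESeq2 1.42.0 recovered 91.5%, with 27 false calls among 210. Within males edgeR recovered 75.0% and within females 75.5%. The simulation gave every library the same spread at a given level and changed only genes above a minimum mean count. No simulated library was short of low-count genes, so these values do not show how the tools perform on the HIRA KO male libraries. GSVA was tested on 5000 simulated genes, where a shifted set of 50 genes differed by −0.734 and an unshifted set by −0.042.

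The sample groups, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names the genes that the paper names for these libraries, for the HIRA machinery or as liver cell markers. It adds the 5 upregulated and 5 downregulated DEGs with the largest change among those with a mean of at least 1 CPM in the higher group in which every HIRA KO mouse lay beyond every control of its sex. It also adds the 3 genes with the smallest adjusted p for the interaction and for the control types, and at most 5 DEGs of each gene list. This gave 114 genes. The 60 whose values are printed were picked from these after the values were seen. Genes named only to spell out a count of 5 or fewer were also chosen after their values were seen.

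The alternatives were DESeq2 with its own size factors, RLE normalization, filterByExpr, no filter on low counts, no fold-change threshold, an adjusted p below 0.01, each control type alone, a separate fit within each sex, no sex in the model and the replicate number as a block. For the PCA, Fig. 1G, the scores and the gene lists, other gene sets, expression levels, scores, backgrounds and tests were tried, and each mouse was left out in turn. Added after the data were seen were limma voom with sample quality weights, a minimum of 5 CPM in 3 or more mice, calls required in all 4 comparisons of HIRA KO with each control type in each sex, and leaving out mice for Fig. 1G and for the gene lists.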

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

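The tests of Xist, of the low-count genes, of the spread within males, of re-amplified HIRA KO females and of the library labelled HIRA KO male replicate 3 were chosen after the result was seen, as were those of H3f3a and of sex-biased expression, apart from the GC correction of H3f3a and the permutation test of sex-biased expression.

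Among 140 groups of 6 control mice of a sex (70 measures, of which 60 are genes picked after the values were seen), 7 held a mouse far from the other 5, where chance gives about 1 in 20. Over all 114 genes of the naming rule 23 of 248 groups did, and in 18 of these the other mice differed from each other. WT AAV Tbg-Cre male replicate 3 had 15230000 counts in total, against 19590000 for the next lowest control male. HIRA fl/fl AAV ctl male replicate 3 had 0.402 genes with 4 to 9 counts for each gene with 10 to 99 counts, against 0.49 for the next. In log2 CPM, Gsta1 was −2.74 in HIRA fl/fl AAV ctl female replicate 1 (next −0.10), and Zbtb20 was 8.22 in WT AAV Tbg-Cre male replicate 1 (next 7.58). HIRA fl/fl AAV ctl male replicate 1 held 3 of the 7 values, with Prodh at 8.03 (next 7.33), Prom1 at 0.032 (next 0.63) and Spp1 at 5.21 (next 6.07). No technical or biological explanation was tested for these mice.

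The effect of HIRA KO differed between males and females for 387 genes (4138 at an unadjusted p below 0.05). Of 100 splits of the mice, 3 gave as many, the real one included, and the largest other count was 1361. Of the 387 genes, 241 had a mean under 5 CPM. The smallest adjusted p for the interaction were those of Xist, Upp1 and, tied, Cyp2d9 and E230016M11Rik. Upp1 (adjusted p = 0.000195) and E230016M11Rik (adjusted p = 0.000228) had no counts in HIRA KO males and did not change in females (adjusted p = 0.945 and 0.921), and Gm49437 fell in both sexes, further in males (adjusted p = 0.00747). All 3 lay under 5 CPM. The interaction, male minus female on the log2 scale, was −2.96 for Cyp2d9, −1.63 for Cyp2c55 and 2.71 for Nr1i3. For genes at low counts in HIRA KO males the difference cannot be told apart from the shortage of low-count genes in these libraries, described next.

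The HIRA KO male libraries had few genes at low counts, with a mean ratio of 0.142 between genes with 4 to 9 and with 10 to 99 counts. With every library thinned to the smallest total they were still the 3 lowest, at most 0.185 against at least 0.424 in the others, so library size does not account for it. Between HIRA KO males the median variance over mean of genes with 10 to 99 counts was 26.9, which is 7.56 times that of control males, while in females HIRA KO was 1.35 times control. Control males thinned to few molecules and re-amplified in simulation had a ratio of 0.152 and a variance over mean of 34.1. A candidate explanation is that the 3 HIRA KO male libraries were amplified from few molecules. All 3 are of the same group, so a technical and a biological origin cannot be told apart by condition.

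More genes were called in HIRA KO males (3265) than in females (585). Correction for GC content and gene length left 3136 male calls, equal library sizes left 3082, and leaving out the 10 most abundant genes left 3260. Re-amplifying 3 control males gave 62 calls against intact ones (0 between the intact control types), or 2.31% of the excess. Where HIRA KO has an effect, re-amplification raised the calls. With the HIRA KO female libraries re-amplified, 1559 genes were called in females, of which 436 were also called before, which lies between the female and the male count and leaves low complexity open. Of these, 541 were upregulated and 1018 downregulated, against 376 and 209 before and 2066 and 1199 in males. The downregulated count thus came near that of males, while the upregulated count stayed far below it. With the spread estimated within males 1234 genes were called, against 1058 in females with the spread estimated within females, so the excess may come from a noisier male group sharing an estimate of the spread with the others. With limma voom, chosen after the values were seen, males had 382 upregulated and 203 downregulated genes and females 956 and 432. The larger male count is therefore not read as a larger effect in males.

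Xist, which is expressed from the inactive X chromosome, reached 267 counts in a HIRA KO male, against 10 to 38 in control males, and its interaction was 3.29 on the log2 scale. If reads from control female libraries were the source, other genes nearly specific to control females would rise in proportion. The choice of these genes was revised after the result was seen. Over 22 such genes the summed counts were 2.70 times the prediction (median of the 3 mice), but 0.883 times without Cyp2b13, and the median gene was at 0.0842 of it. Sult2a1 had 0, 13 and 19 counts where 234, 344 and 512 were predicted. Mixing with control female libraries is thus not borne out, since the sum rests largely on Cyp2b13 and the median gene lies far below the prediction. With HIRA KO females as the source, 25 genes were nearly specific to them, among them Malrd1, which rises in HIRA KO of both sexes. Their median was 3.11, 2.98 and 0.761 times the prediction in HIRA KO male replicates 1, 2 and 3. In the same order, 10, 6 and 10 of the 25 lay under 0.5 of it. The lowest median was that of replicate 3, which had the highest Xist count (267). These values leave this source open. Low library complexity was tested by re-amplifying 3 control males in simulation, with 0.05 of the molecules kept. None of 4000000 draws gave a mean Xist CPM as high as in HIRA KO males. With the observed mice counted as a draw, this is a share of 2.5e-07, the smallest possible. Low complexity as simulated therefore does not account for the counts, which leaves other degrees of it open. The Xist counts cannot be told apart from mixing with HIRA KO female libraries.

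H3f3a, which encodes H3.3, had a log2 fold change of 1.11 in HIRA KO livers (higher in 6 of 6 HIRA KO mice than in every control of the same sex). The counts summed over H3f3a, H3f3b and 3 pseudogenes rose by 0.53 (adjusted p = 8.42e-05), so reads moved between them do not account for the rise. It was 1.07 in females alone (adjusted p = 3.58e-06), whose libraries were not short of low-count genes, and 1.17 after correction for GC content and gene length. Markers of other liver cells, listed before the counts were seen, rose as well, with a median of 0.52 over 16 genes. The rise may be in hepatocytes, but it cannot be told apart from RNA of other cell types.

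An index of sex-biased expression, the mean log2 CPM of 209 male-biased minus that of 185 female-biased autosomal genes chosen in WT AAV Tbg-Cre mice, shifted in HIRA KO relative to HIRA fl/fl AAV ctl mice by −1.18 in males and by 0.613 in females. The difference between the sexes was 5.14 in WT AAV Tbg-Cre mice, in which the genes were chosen, 4.18 in HIRA fl/fl AAV ctl mice and 2.39 in HIRA KO. The last is 57.0% of that in HIRA fl/fl AAV ctl mice, which had no part in choosing the genes, so the choice of genes does not account for it. Permuting the mice within each sex gave an exact p of 0.005 for the summed shift, the smallest p that 400 permutations allow. The female shift of 0.613 arose in libraries that were not short of low-count genes, and re-amplifying HIRA fl/fl AAV ctl males moved their index by 0.231, away from the shift seen in HIRA KO males. A hypothesis is that HIRA KO reduces sex-biased expression in the liver. RNA of other cell types, GC content and library size were not tested for the index. Mixing with HIRA KO female libraries, left open above for Xist, was not tested for the shift in males either.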

How the results depend on the processing

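The settings with limma voom, a minimum of 5 CPM in 3 or more mice and calls in all 4 comparisons, and leaving out mice for Fig. 1G and the gene lists, were chosen after the data were seen.

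Counts of DEGs are given as upregulated and downregulated. Over both sexes (1130 and 869) they stayed within 1.5 times with DESeq2, RLE normalization, filterByExpr and no filter on low counts. They were 2097 and 2736 without a fold-change threshold, 579 and 432 at an adjusted p below 0.01, 554 and 353 with WT AAV Tbg-Cre controls only, 476 and 357 with HIRA fl/fl AAV ctl controls only, 2108 and 426 without sex in the model, 663 and 514 with voom, and 368 and 193 with at least 5 CPM.

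In males (2066 and 1199), filterByExpr gave 1068 upregulated genes and no fold-change threshold 2587 downregulated genes. The counts were 684 and 555 at an adjusted p below 0.01, 350 and 412 with WT AAV Tbg-Cre controls only, 462 and 459 with HIRA fl/fl AAV ctl controls only, 743 and 491 with a separate fit within each sex, 382 and 203 with voom and 493 and 254 with at least 5 CPM. In females (376 and 209) they were 651 and 692 without a fold-change threshold, 214 and 128 at an adjusted p below 0.01, 229 and 136 with WT AAV Tbg-Cre controls only, 118 and 97 with HIRA fl/fl AAV ctl controls only, 687 and 371 with a separate fit and 956 and 432 with voom. Genes shared by males and females (201 and 96) numbered 342 and 466 without a fold-change threshold, 109 and 55 at an adjusted p below 0.01, 95 and 43 with WT AAV Tbg-Cre controls only, 71 and 46 with HIRA fl/fl AAV ctl controls only and 132 and 44 with voom. Called in all 4 comparisons, they numbered 72 and 45 with edgeR, 134 and 48 with DESeq2 and 107 and 36 with separate DESeq2 fits. The share of upregulated genes among the DEGs of both sexes thus moved with the filter and the model. Apart from what the thresholds fix, the cause of these changes was not tested.

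The 387 genes with an interaction of sex and HIRA KO became 868 with DESeq2, 60 with voom and 157 with at least 5 CPM. The control types differed in 1 gene, Dntt (log2 fold change −1.09, adjusted p = 0.0257), with 875 genes at an unadjusted p below 0.05. There were 7 with DESeq2, and 2 without a fold-change threshold (Dntt and Ugt2b35).

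Same-numbered mice are different animals, and their deviations from the group means did not go together (mean correlation 0.00972 over 18 pairs, against −0.00455 for other numbers). With the replicate number as a block, 752 genes were upregulated and 692 downregulated over both sexes, 962 were upregulated in males, 200 had an interaction, and the control types differed in 3. The hepatocyte identity score differed by −0.269 under the block (exact permutation p = 0.121) and the biliary marker score by 1.36 (exact permutation p = 0.00137), and 14 gene list tests passed.

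The hepatocyte identity score (−0.269) passed 0.05 as a mean z-score (−0.509, exact permutation p = 0.00819) and in males only (−0.412, exact permutation p = 0.0357), over a range of exact permutation p from 0.00819 to 0.583. The biliary marker score kept its direction and passed 0.05 in all 8 alternatives, with exact permutation p up to 0.0119. In the PCA, all tested genes gave 22.9% of the variance on the first component, of which HIRA KO accounted for 42.3% and sex for 24.5%, and on the second for 2.30% and 43.0%. On log2(FPKM + 1) the first component held 24.9%. The camera test passed 17 gene lists and the DEGs without a fold-change threshold gave 19, against 10.

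For Fig. 1G in males, the median of downregulated genes (5.94 FPKM, below all genes) no longer differed from all genes at 6.44 FPKM when read in HIRA KO mice, 6.49 FPKM over both and 0.616 FPKM over all tested genes, and with any 1 of the 6 control males left out (permutation p from 0.172 to 0.746). It stayed below with any 1 of the HIRA KO males left out (4.64 to 4.76 FPKM), with DESeq2 DEGs (4.28 FPKM) and in controls of the other sex (5.22 FPKM). It was above all genes without a fold-change threshold (13.8 FPKM), with voom (37.4 FPKM) and with at least 5 CPM (10.5 FPKM). In females it was 8.92 FPKM when read in HIRA KO mice and no longer differed. The cause was not tested.

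Leaving out each mouse in turn, the counts ranged from 812 to 1417 upregulated and from 619 to 1162 downregulated over both sexes, from 1437 to 2659 and from 976 to 1610 in males, from 232 to 363 and from 126 to 314 in females, and from 146 to 235 and from 67 to 119 for shared genes. Interaction genes ranged from 127 to 953 and genes between control types from 0 to 2. The identity score ranged from −0.336 to −0.208 and passed 0.05 in 1 fit, the biliary score from 1.32 to 1.47, the medians of Fig. 1G from 4.64 to 7.48 FPKM in males and from 15.6 to 34.9 FPKM in females, and the gene list tests from 9 to 14. Hira ranged from −0.81 to −0.33 and passed 0.05 only without the library labelled HIRA KO male replicate 3.

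Of 295 log2 fold changes of 59 genes under alternatives, 279 kept their direction and side of 0.05, 12 lost significance (9 genes) and 4 reversed (2 genes). Ppargc1a (−0.05) was 0.28 with WT AAV Tbg-Cre controls only, and Ugt2b35 (−0.03) was 0.02 with DESeq2, 0.02 with RLE normalization and 0.37 with HIRA fl/fl AAV ctl controls only. With voom 48 of 59 kept both, 9 lost significance, and Ppargc1a (0.058) and Ugt2b35 (0.004) reversed. Of 1062 values without a mouse, 1029 kept both, 17 were weaker, 8 stronger and 8 reversed, again Ppargc1a (from −0.11 to 0.11) and the Ugt2b35 log2 fold change (from −0.082 to 0.062). Over 113 genes of the naming rule, 517 of 565 values under alternatives kept both, 36 were weaker, 2 stronger and 10 reversed (6 genes, with a log2 fold change of at most 0.27). Without a mouse 1952 of 2034 did, with 45 weaker, 11 stronger and 26 reversed (10 genes, up to 1.30), and with voom 88 of 113, with 21 weaker and 4 reversed.

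Depth limits the genes at low counts. Where the libraries of a group all have 3 counts or fewer, only a lower bound of the fold is known, and it covers counting error only. In HIRA KO males, whose libraries were short of low-count genes, this bound is not firm.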

Differences from the paper's values

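Tests with voom, with at least 5 CPM, with calls in all 4 comparisons and, for gene lists and Fig. 1G, without a mouse were chosen after the result was seen.

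The paper gives 107 genes upregulated in male and female HIRA KO livers. Over both sexes together 1130 were upregulated here, and none of the alternatives set before the data were examined closed the gap, with a lowest count of 476 with HIRA fl/fl AAV ctl controls only. Called in each sex, 201 were upregulated against the paper's 107. An adjusted p below 0.01 (109), WT AAV Tbg-Cre controls only (95) and the fits without HIRA KO female replicate 2 (146) and without HIRA KO female replicate 3 (150) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not.

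The paper gives 145 downregulated genes. Over both sexes together 869 were downregulated here, and none of the alternatives set before the data were examined closed the gap, with a lowest count of 353 with WT AAV Tbg-Cre controls only. Called in each sex, 96 were downregulated against the paper's 145. DESeq2 (110), no filter on low counts (108), filterByExpr (104), the replicate block (100) and the fits without HIRA KO male replicate 1 (119) and without HIRA KO male replicate 2 (108) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. None of these alternatives came within 1.5 times of both of the paper's counts. Calls in all 4 comparisons of HIRA KO with each control type in each sex, a setting chosen after seeing the values, gave 107 upregulated genes with separate DESeq2 fits, the paper's number, with 36 downregulated genes. They gave 134 upregulated genes in a single DESeq2 fit, with 48 downregulated, and 72 with edgeR, with 45 downregulated. Voom, also chosen after seeing the values, gave 132 upregulated genes and 44 downregulated, and at least 5 CPM gave 159 and 70. These upregulated counts lay within 1.5 times the paper's and these downregulated counts did not. Over both sexes together at least 5 CPM gave 193 downregulated genes, within 1.5 times the paper's count, and 368 upregulated genes.

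The median level of downregulated genes in males is about 65 FPKM in Fig. 1G, read by eye, and was 5.94 FPKM here. None of the alternatives set before the data were examined closed the gap, with a highest value of 13.8 FPKM without a fold-change threshold. Voom gave 37.4 FPKM. The median of upregulated genes in males is about 8 FPKM in Fig. 1G, read by eye, and was 4.29 FPKM here. Without a fold-change threshold it was 6.09 FPKM and with voom 5.93 FPKM, both within 1.5 times the paper's, and the other alternatives set before the data were examined did not close the gap. The median of upregulated genes in females is about 8 FPKM in Fig. 1G, read by eye, and was 3.55 FPKM here. Read in HIRA KO mice it was 5.58 FPKM and without a fold-change threshold 9.31 FPKM, both within 1.5 times the paper's, as was 5.73 FPKM without HIRA KO female replicate 3, and the other alternatives set before the data were examined did not close the gap.

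The paper states that downregulated genes lie among highly expressed genes in both sexes. In males their median was below that of all genes here (permutation p = 0.0234). It no longer differed with any 1 of the 6 control males left out (permutation p from 0.172 to 0.746), and stayed below with any 1 of the HIRA KO males left out (4.64 to 4.76 FPKM), with DESeq2 DEGs (4.28 FPKM) and in controls of the other sex (5.22 FPKM). It was above it without a fold-change threshold (13.8 FPKM), with voom (37.4 FPKM) and with at least 5 CPM (10.5 FPKM). The HIRA KO male libraries were short of low-count genes, and whether this lowered the male median was not tested.

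The paper describes the effect of sex in its PCA as minor. Sex accounted for 98.1% of the first component here. Over all tested genes it accounted for 24.5% of that component, and HIRA KO for 42.3%, while on the second component sex accounted for 43.0% and HIRA KO for 2.30%. Without genes of chromosomes X and Y sex accounted for 97.5% of the first component, and on log2(FPKM + 1) for 98.6%.

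The paper names lipid transport and amino acid metabolism among the terms of its downregulated genes. The lists for these, written by hand, had adjusted p = 0.262 and 0.885 here in Fisher's exact test. Both passed 0.05 without a fold-change threshold, and in the camera test with adjusted p = 7.74e-06 and 1.93e-05. Lipid transport also passed in females alone (adjusted p = 0.0303) and without HIRA KO female replicate 3.

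The paper reports lower liver identity scores at 1 year in Fig. 2C. On a list of other genes the difference had an exact permutation p of 0.0727 here. It passed 0.05 as a mean z-score (exact permutation p = 0.00819), in males only (exact permutation p = 0.0357) and without HIRA KO female replicate 1 (exact permutation p = 0.0354). The same list was lower in HIRA KO in the camera test (adjusted p = 4.04e-05). In Fisher's exact test 9 of its 59 genes were downregulated in males (adjusted p = 0.0252), 3 in females (adjusted p = 0.0692) and 4 over both sexes (adjusted p = 0.561).

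The paper shows Serpina6 as reduced and, in Fig. 2E, CK7 (Krt7) as higher in HIRA KO. Here the Serpina6 log2 fold change was −0.57, with an adjusted p of 0.0537 over all genes and 0.0177 over the 59 genes of the hepatocyte list. Over all genes it passed 0.05 in the fits without HIRA fl/fl AAV ctl female replicate 1 (adjusted p = 0.0483), HIRA fl/fl AAV ctl female replicate 3 (0.0353), WT AAV Tbg-Cre male replicate 2 (0.0473), WT AAV Tbg-Cre female replicate 1 (0.0394) and WT AAV Tbg-Cre female replicate 2 (0.0431), and its adjusted p reached 0.126 without other mice. The Krt7 log2 fold change was 1.07, with an adjusted p of 0.086 over all genes and 0.0233 over the 9 markers of the figure. It passed 0.05 in males alone (adjusted p = 0.0376), without the library labelled HIRA KO male replicate 3 (0.0166) and without WT AAV Tbg-Cre female replicate 1 (0.00879), and its adjusted p reached 0.209 without other mice.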

Other observations

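The tests of the library labelled HIRA KO male replicate 3 and of the level of downregulated genes in females alone were chosen after the result was seen.

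Other splits of the mice were compared with the real one. In each split, 1 mouse of each replicate number and sex was taken as HIRA KO, as in the real groups, and splits that place same-numbered mice together were not drawn. Of 100 splits, out of 729 possible, 1 gave as many upregulated genes over both sexes as the real one, which was the real split itself, and the same held for downregulated genes, for both counts of genes shared by males and females, and for gene lists. The largest counts of the other splits were 173 upregulated and 180 downregulated genes, none shared by males and females, and 3 gene list tests. Within each sex 1 of 27 splits gave as many genes in either direction, again the real one, with at most 101 upregulated and 49 downregulated in males and 9 and 14 in females. For the control types, 2 of 32 splits gave as many genes as the real one, which found 1.

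Hira was above the highest control in the library labelled HIRA KO male replicate 3. A mislabelled sample was tested with the genes called in females. All 6 control males lay below that library on their score, at −3.47 to −3.12, against −0.446 for it and −0.845 and −0.756 for the other HIRA KO males, so a swap with a control male is not borne out. Mean Hira CPM in HIRA KO was 73.2% of control. Reads from undeleted exons or from other cells may account for the rest, and the gene counts cannot tell this from incomplete deletion. The library labelled HIRA KO male replicate 3 was also short of low-count genes. Between HIRA KO males, genes with 10 to 99 counts had a median variance over mean of 26.9. Its high Hira count may thus be noise of the library, which was not tested.

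Downregulated genes may stand among highly expressed genes because a fall is easier to detect there. In the sex with the lower ratio, the median control FPKM of downregulated genes was 1.5 times the median of upregulated genes read in HIRA KO mice, just over the limit set for this test, and in females it was 2.84 times, so detection alone does not account for it in females. Read in the controls of the other sex, the median of downregulated genes over that of all genes was 0.675 in the sex with the lower ratio, which leaves no excess to explain there, and 1.77 in females. In females the higher level is consistent with an effect on highly expressed genes, as a hypothesis, since genes are not independent replicates.

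Of 5 blood genes listed before the counts were seen, 4 were upregulated over both sexes (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, Fisher's exact test, adjusted p = 0.000394). Within each sex, 4 of the 5 were upregulated in females (adjusted p = 6.57e-06) and 1 in males (adjusted p = 0.994). With each mouse left out in turn, Hba-a1 and Hba-a2 lost significance in some fits (adjusted p up to 0.154 and 0.0961). Hbb-bs and Hbb-bt did not (up to 0.0177 and 0.0206). Over both sexes, 7 of 19 genes of fetal liver and liver tumours were upregulated (adjusted p = 0.000364), and 5 of 21 stress and senescence genes were (adjusted p = 0.0179). Complement and coagulation genes were lower in the camera test (42 genes, median log2 fold change −0.37, adjusted p = 7.49e-09).

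A pseudogene, chosen after its values were seen, was counted almost only in HIRA fl/fl AAV ctl female replicate 1. This is Gm7086 (chromosome 15 from 60742858 to 60746535), with 28442 counts there and at most 73 in any other mouse. No technical or biological explanation was tested for it.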
